# Inhibition of LIFR Blocks Adiposity-Driven Endometrioid Endometrial Cancer Growth

**DOI:** 10.3390/cancers14215400

**Published:** 2022-11-02

**Authors:** Logan Blankenship, Uday P. Pratap, Xue Yang, Zexuan Liu, Kristin A. Altwegg, Bindu Santhamma, Kumaraguruparan Ramasamy, Swapna Konda, Yidong Chen, Zhao Lai, Siyuan Zheng, Gangadhara R. Sareddy, Philip T. Valente, Edward R. Kost, Hareesh B. Nair, Rajeshwar R. Tekmal, Ratna K. Vadlamudi, Suryavathi Viswanadhapalli

**Keywords:** leukemia inhibitory factor, leukemia inhibitory factor receptor, endometrioid endometrial cancer, obesity, EC359, RNA-seq

## Abstract

**Simple Summary:**

In this study, we utilized global RNA-seq to elucidate the molecular mechanisms by which obese conditions promote progression of endometrioid endometrial cancer (EEC). Our results suggest that obese conditions upregulate LIF/LIFR signaling, and EEC tumors collected from obese patients have high levels of LIF. Mechanistic studies suggest that LIF/LIFR signaling plays an important role in obesity-driven EEC progression and the LIFR inhibitor, EC359, has the potential to suppress the tumor progression driven by increased adiposity found in obese patients.

**Abstract:**

Endometrial cancer (EC) is the fourth most common cancer in women, and half of the endometrioid EC (EEC) cases are attributable to obesity. However, the underlying mechanism(s) of obesity-driven EEC remain(s) unclear. In this study, we examined whether LIF signaling plays a role in the obesity-driven progression of EEC. RNA-seq analysis of EEC cells stimulated by adipose conditioned medium (ADP-CM) showed upregulation of LIF/LIFR-mediated signaling pathways including JAK/STAT and interleukin pathways. Immunohistochemistry analysis of normal and EEC tissues collected from obese patients revealed that LIF expression is upregulated in EEC tissues compared to the normal endometrium. Treatment of both primary and established EEC cells with ADP-CM increased the expression of LIF and its receptor LIFR and enhanced proliferation of EEC cells. Treatment of EEC cells with the LIFR inhibitor EC359 abolished ADP-CM induced colony formation andcell viability and decreased growth of EEC organoids. Mechanistic studies using Western blotting, RT-qPCR and reporter assays confirmed that ADP-CM activated LIF/LIFR downstream signaling, which can be effectively attenuated by the addition of EC359. In xenograft assays, co-implantation of adipocytes significantly enhanced EEC xenograft tumor growth. Further, treatment with EC359 significantly attenuated adipocyte-induced EEC progression in vivo. Collectively, our data support the premise that LIF/LIFR signaling plays an important role in obesity-driven EEC progression and the LIFR inhibitor EC359 has the potential to suppress adipocyte-driven tumor progression.

## 1. Introduction

While endometrial cancer (EC) occurs most commonly in older women, the mortality rate and incidence are exponentially increasing in women under 40 years of age [1,2]. Estrogen (E2, 17-β-estradiol) signaling plays an important role in the progression of the EEC subtype of EC [3], and unopposed E2 exposure is implicated as a major risk factor for EEC [4]. Despite the promising results of progestins, hormone therapy confers moderate benefits on EC patients with a recurrence rate of approximately 50% [5]. There is an unmet need for the development of new targeted therapies that complement existing EC-directed therapies.

More than half of EC cases are attributable to obesity [6,7]. Body mass index (BMI) represents a major modifiable risk factor; approximately half of all EC cases in postmenopausal women are attributable to being overweight or obese [8]. Visceral adipose tissue is a significant and reliable prognostic indicator for EC prognosis [9]. The mechanisms by which obesity contribute to the pathogenesis of EC are poorly understood.

Obesity signaling enhances E2 biosynthesis [10] and E2 function as a potent inducer of leukemia inhibitory factor (LIF) [11,12,13], which mediate its signaling using a receptor complex comprising LIFR and glycoprotein 130 (gp130) [14]. JAK/STAT3 functions as an immediate effector while MAPK, AKT and mTOR function as further downstream effectors of the LIF/LIFR complex [15]. The role of LIF/LIFR signaling in obesity-mediated EEC progression remains unclear and is the focus of this study.

Here, using global RNA-seq analyses, we found that obesity conditions promote activation of IL6 cytokine and JAK/STAT3 signaling. EEC tumors from patients with a high BMI have increased levels of LIF expression. Obese conditions promote EEC proliferation and activation of LIF/LIFR signaling. Treatment with the LIFR inhibitor EC359 abolished obesity-mediated increases in LIFR signaling in vitro and EEC progression in vivo.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

Human EC cell lines HEC-1-A, AN3 CA and RL95-2 were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured as described [16]. Ishikawa cells were purchased from Sigma (Millipore Sigma, St. Louis, MO, USA). All model cells were free of mycoplasma contamination, and identity was confirmed using short tandem repeat polymorphism analysis (STR). EC359 was synthesized as described [17].

### 2.2. Primary EC Cells

Primary EC cells were established from patient-derived EC tissues using a University of Texas Health San Antonio (UTHSA) Institutional Review Board-approved protocol. These specimens were de-identified; both the PI and research staff did not have access to clinical linkers or codes. All cell lines were maintained in a humidified chamber with 5% CO_2_ at 37 °C. All the methods involving human tissues were conducted in accordance with the Declaration of Helsinki and the standards defined by UTHSA Institutional Review Board.

### 2.3. Human Adipose Tissue Samples

The University of Texas Health San Antonio (UTHSA) Institutional Review Board approved the protocol to collect the human adipose tissue. The visceral adipose tissues were collected in DMEM medium from human female patients with BMI > 30 kg/m^2^. Consent from patients was obtained as per approved guidelines.

### 2.4. Isolation of Mature Adipocytes from Human Adipose Tissue

The primary adipocytes (ADPs) were isolated from human adipose tissue as described previously [18]. Briefly, adipose tissue was minced, washed with DPBS and digested in 1 mg/mL Collagenase (type 1) solution for 1 h at 37 °C with gentle shaking. The digestion mixture was passed through a 100 µm cell strainer (BD Biosciences) and centrifuged at 800 rpm for 5 min. The upper floating layer containing the mature adipocytes was collected, washed and cultured in DMEM. After 48 h, the culture medium containing primary adipocytes was passed through a syringe filter (0.22 µm, Millipore) to collect adipocyte-conditioned medium (ADP-CM). Basal DMEM medium as serum-free medium (SFM) and 50% (*v*/*v*) ADP-CM were used in all in vitro experiments.

### 2.5. In Vitro Co-Culture Model

For co-culture, ADPs were seeded on an insert of a Boyden chamber. In the bottom well, endometrial cancer cells were seeded for the co-culture experiment. Control wells contained the insert without ADPs. Co-cultures were carried out in triplicate for 24 h, followed by lysis of endometrial cancer cells for protein and RNA isolation.

### 2.6. Cell Viability and Clonogenic Assays

The effect of EC359 treatment on adipose-induced cell viability of EEC cells was assessed after 5 days of treatment using MTT cell viability assay as previously described [17]. For clonogenic assays, EEC cells (500 cells/well) were plated in 6-well plates in triplicate treated with vehicle or ADP-CM or ADP-CM+EC359 for 5 days, and colonies that contained ≥50 cells were counted after 2 weeks.

### 2.7. Western Blotting and RT-qPCR

Cells were lysed using RIPA buffer, and Western blotting was performed as previously described [16,17]. The phosphorylation-specific antibodies (p-p70S6K(T389), p70S6K, p-Akt(S473), Akt, p-mTOR(S2448), mTOR, p-S6(S235/236), S6, p-ERK1/2, ERK, p-STAT3(Y705), and STAT3), were obtained from Cell Signaling Technology (Beverly, MA, USA). LIF and LIFR antibodies were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Anti β-actin antibody was obtained from Sigma. RT-qPCR was carried out using High-Capacity cDNA Reverse Transcription Kit and PowerUp SYBR Green master mix (Applied Biosystems) on a CFX96 Real-Time PCR system. Primer sequences are included in Supplementary Table S1. Original blots see Supplementary Figure S1.

### 2.8. Reporter Gene Assays

STAT3-luc assays were carried out as previously described [16]. Briefly, STAT3-luc reporter cells were serum-starved for 24 h and treated with ADP-CM or ADP-CM + EC359 for 24 h. Reporter activity was measured in luminometer using the dual-luciferase reporter assay system (Promega, Madison, WI, USA).

### 2.9. RNA-seq Analysis

The effect of ADP-CM on the global transcriptome was determined by RNA sequencing. Total RNA was isolated using RNeasy mini kit (Qiagen, Valencia, CA, USA), and RNA sequencing was performed by the genome sequencing core facility at UT Health San Antonio. Sequence data were aligned to human genome (UCSC hg19) with TopHat2 [19]. Genes were annotated by NCBI RefSeq and quantified by HTSeq [20]. Differentially expressed genes were identified using DESeq [21]. For pathway analyses, genes with fold change > 1.5 and multiple-test-adjusted *p*-value < 0.01 were used. Gene Set Enrichment Analysis (GSEA) was performed on 13 February 2021 using published protocol (http://www.gsea-msigdb.org/gsea/index.jsp, accessed on 21 September 2022) [22].

### 2.10. In Vivo Xenograft Models

All animal experiments were performed using approved UT Health San Antonio IACUC protocol and guidelines. Female SCID mice (n = 5 tumors/group) were injected with RL95-2 and mature ADP cells (1 × 10^6^) mixed with equal volume of growth-factor-reduced Matrigel. After establishment of tumors, mice were randomized into control (0.3% hydroxy propyl cellulose) group and the treatment group (EC359-5 mg/kg/bw/day/ip). Body weight and tumor growth were measured at 3-4-day intervals. Tumor volume was calculated using a formula: tumor volume = 1/2(L × W^2^), where L is the longitudinal diameter and W is the transverse diameter. At the end of the experiment, mice were euthanized, and tumors were collected and processed for histological studies.

### 2.11. Tissue Microarray (TMA) and Immunohistochemistry (IHC)

EEC TMAs were obtained from the UTHSA Ob-Gyn Tissue Core and used for this study. The Core has a collection of both normal and cancerous endometrial tissues with BMIs ranging from 30 to 68 kg/m^2^ (Supplementary Table S2). Immunohistochemistry (IHC) was performed as described [16]. TMAs were probed with the anti-LIF antibody, and tumor sections were incubated with anti-Ki67 antibody (Abcam, Cambridge, MA, USA) overnight at 4 °C. Secondary antibody incubation took place over 45 minutes at room temperature. IHC slides were developed using the DAB substrate and counterstained with hematoxylin (Vector Lab, Burlingame, CA, USA).

### 2.12. Patient-Derived Organoid (PDO) Studies

Patient-derived organoids (PDOs) were established, cultured and plated as previously described [16]. Organoids were treated with indicated concentration of EC359 in the presence or absence of ADP-CM. Cell viability was measured after 7 days of treatment using the CellTiter-Glo Assay kit and quantified using a GloMax^®^ Discover System (Promega, Madison, WI, USA).

### 2.13. Statistical Analyses

The unpaired Student’s t-test and one-way ANOVA were used to analyze the differences, and *p* < 0.05 was considered as significant. Statistical analyses were carried out using GraphPad Prism 9 software (San Diego, CA, USA).

## 3. Results

### 3.1. RNA-seq Analysis of EEC Cells Identified Unique Pathways Modulated by Adipose Conditions

To better understand the mechanisms by which obese conditions stimulate EEC proliferation, we used a global RNA-seq approach. For this experiment, we used EEC cells cultured in the presence or absence of ADP-CM. 

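RNA was sequenced from RL95-2 cells, an established human endometrial carcinoma line, with 3 control cultures and 3 cultures kept for 24 h in 50% (v/v) ADP-CM, the medium conditioned by mature adipocytes. The libraries were stranded poly(A) libraries read as 50 bp single reads. The authors aligned the reads to hg19 with TopHat2 and deposited, for each library, the number of reads that HTSeq counted on each RefSeq gene, without normalization. The paper's text does not name the strand setting of the counting, so genes that overlap another gene are uncertain. The reads counted on genes numbered 16262614, 16927633 and 17096135 in control replicates 1, 2 and 3, and 18103609, 18338737 and 18363033 in ADP-CM replicates 1, 2 and 3. Every pair of replicates differed by more than the sampling noise of the counts, so all 6 libraries were kept as separate samples. This does not show that the replicates were independent experiments. The paper's text does not say how many adipocyte donors or batches of conditioned medium went into the RNA-seq. The p-values therefore measure the spread between these libraries, not variation between donors, medium batches or experiments. Of the 23228 genes in the count tables, 12663 passed edgeR's filterByExpr and were tested. Counts were normalized with edgeR's TMM method and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called changed at the paper's limits, an adjusted p-value under 0.01 and a fold change over 1.5. The paper used DESeq, and the choice of test, the filter on low counts and the limit on the fold change can all move the number of changed genes. Gene positions are those of GENCODE release 44 on GRCh37.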

A total of 209 genes were significantly changed by ADP-CM treatment compared to the control (Figure 1A). 

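With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 288 genes passed an adjusted p-value of 0.01 and a fold change of 1.5, of which 144 were raised and 144 lowered by ADP-CM. The 3 ADP-CM libraries did not overlap the 3 control libraries for 286 of these genes. Over all tested genes the share without overlap was 45.5%, against the 10% that chance gives for 3 libraries against 3. Only 69 of the called genes changed by more than 2-fold. The limit on the fold change moved the number most, and without it 3357 genes passed the adjusted p-value, with a median size of the log2 fold change of 0.21. DESeq2 called 178 genes at the same limits, all among the 288. Leaving out each library in turn gave between 256 and 288 genes, of which 207 to 233 were among the 288.
Among called genes with at least a mean of 1 CPM (read counts scaled to library size) and no overlap between the groups, CFB (chromosome 6, 31913427 to 31919863) had the largest rise, but that rise rests on 1 library. CFB had 10, 17 and 9 reads in the control libraries and 27, 26 and 178 in ADP-CM replicates 1, 2 and 3, a log2 fold change of 2.54 that became 1.01 without ADP-CM replicate 3, where its adjusted p-value from edgeR's quasi-likelihood test rose to 0.0108. In the annotation CFB also shares 42.8% of its exonic bases with C2 and a readthrough gene on the same strand. IFI44 (chromosome 1, 79115481 to 79129763) rose from 1.42 ± 0.693 to 7.97 ± 0.789 TMM-normalized CPM (SD, n = 3 each), a log2 fold change of 2.49 with a standard error of 0.18. FN1 and MGAM had log2 fold changes of 2.20 and 1.62, with at most 42 reads of FN1 in any library. SLC39A10 (chromosome 2, 196440701 to 196602426) rose from 59.8 ± 2.24 to 199.6 ± 4.51 CPM (SD, n = 3 each), with a log2 fold change of 1.74, a standard error of 0.033 and an adjusted p-value of 3.14e-49 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 5 largest falls were those of C2orf54, ST6GALNAC2, FOXI1, KRT5 and FAM189A2, with log2 fold changes between -1.61 and -1.46. KRT5 (chromosome 12, 52908359 to 52914314) fell from 266.2 ± 4.15 to 94.2 ± 1.55 CPM (SD, n = 3 each). ST6GALNAC2 shares 39.8% of its exonic bases with another gene on its strand, and keratin genes such as KRT5 are similar enough in sequence that reads can be split between them.

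**Figure D1:**
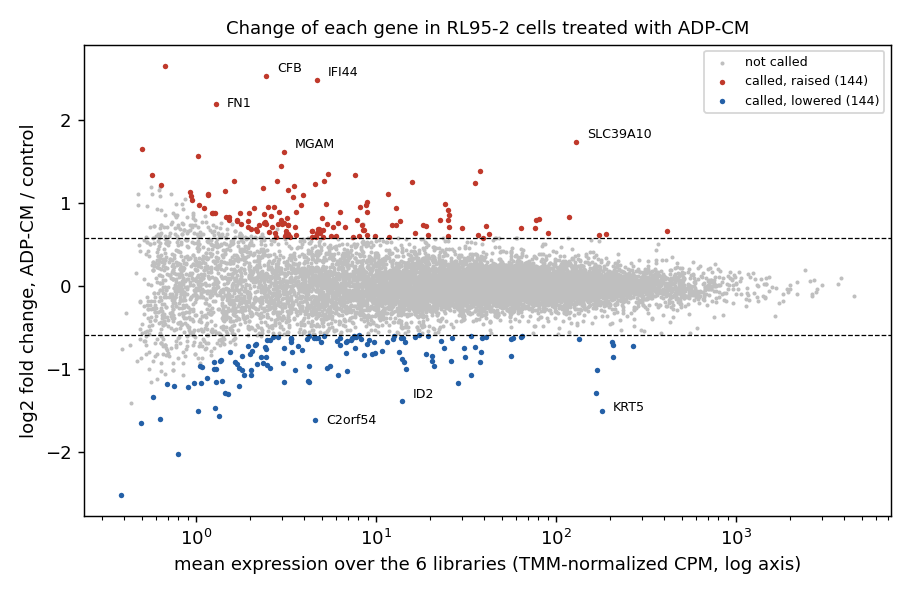
Log2 fold change of each tested gene, ADP-CM against control, over its mean TMM-normalized CPM in the 6 libraries (log axis). Each point is a gene, the dashed lines mark a fold change of 1.5 either way, and the called genes are coloured, 144 raised and 144 lowered.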

Analyses of ADP-CM-regulated genes using GSEA revealed a positive correlation with cytokine and STAT3 signaling pathways, stem cells, inflammation, TGFβ and the interferon signaling pathway (Figure 1B–D). 

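The gene sets of the paper's GSEA were not used here. In their place, 16 lists of genes were written by hand, and each was compared with all other tested genes by camera, which ranks genes on edgeR's quasi-likelihood fit and allows for a preset correlation of 0.01 between genes. The p-values were adjusted by Benjamini-Hochberg over the 16 lists. Of the lists for the pathways named in the paper, 3 were higher in ADP-CM past an adjusted p-value of 0.05. For the NF-kB and inflammatory response genes, camera gave an adjusted p-value of 5.83e-07, with 21 of the 40 tested genes raised and 9 lowered at an adjusted p-value of 0.01 in edgeR's quasi-likelihood test and a median log2 fold change of 0.16. For the cytokines and chemokines it was 0.0039 by camera, with 10 of 24 genes raised and 4 lowered. For the STAT3 target genes it was 0.0307 by camera, with 16 of 39 raised and 8 lowered, and it rose to 0.18 without ADP-CM replicate 3. That list holds CFB and shares 10 tested genes with the NF-kB list and 2 genes, SOCS3 and NNMT, with Figure 1E. With all libraries kept, its adjusted p-value ran from 0.0116 to 0.865 over the alternatives. The TGF-beta responsive genes went both ways, with 14 raised and 10 lowered of 39 (camera, adjusted p-value 0.708). Of the 18 tested stem cell genes 6 were raised and 6 lowered (camera, adjusted p-value 0.913). The hypoxia-responsive genes were not past the threshold either (camera, adjusted p-value 0.161), with 12 of 42 raised and 8 lowered (4 lowered without control replicate 1).
The choice of list test moved these results most. All 5 lists past the threshold by camera, among them 2 that were lower in ADP-CM, also passed with fry, a rotation test, which passed 10 lists in all. Fry asks whether the genes of a list changed, not whether they changed more than other genes. With 3357 genes past an adjusted p-value of 0.01, it is the easier test to pass. With the correlation between genes estimated for each list, camera passed only 1, and it was none of the cytokine, inflammatory and STAT3 lists. A pre-ranked GSEA on the signal-to-noise ratio also passed only 1, the interferon-stimulated genes.

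**Figure D2:**
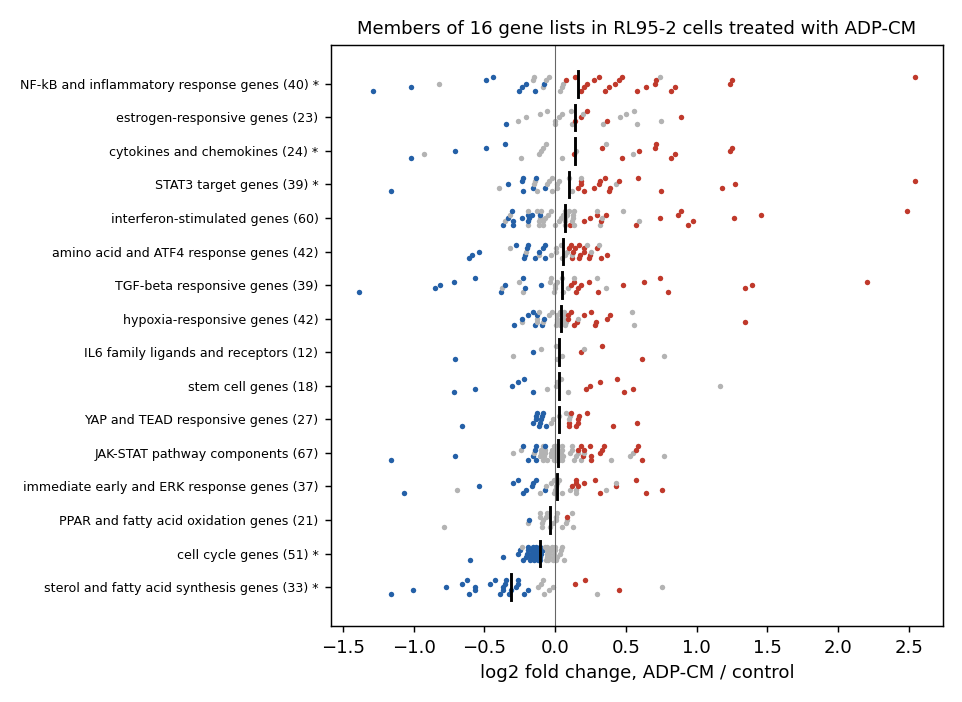
Log2 fold change, ADP-CM against control, of the tested members of the 16 lists, with the number tested in parentheses and an asterisk where camera gave an adjusted p-value under 0.05. Each point is a gene, red or blue where it was raised or lowered at an adjusted p-value under 0.01 in edgeR's quasi-likelihood test and grey otherwise, and the black line is the list's median; most lists hold genes that moved in both directions.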

Further analyses showed that ADP-CM increased the STAT3-induced genes and reduced the STAT3-repressed genes in EEC cells (Figure 1E). 

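The heatmap of Figure 1E names 12 STAT3-induced and 6 STAT3-repressed genes, and all 18 were tested here from the counts. All 12 induced genes were higher in ADP-CM at an adjusted p-value under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 6 repressed genes were lower. The counts adjusted over the list alone were also 12 and 6. This is not independent evidence, since the paper's heatmap shows these genes in the same experiment. The paper's text does not say how they were chosen. The groups did not overlap for any of the 18, where chance gives 10%. A fold change of 1.5 was passed by 11 of the induced and 3 of the repressed genes. OASL (chromosome 12, 121455566 to 121477049) had the largest rise, from 1.59 ± 0.246 to 4.38 ± 0.498 CPM (SD, n = 3 each), a log2 fold change of 1.45 with a standard error of 0.19. KIAA1199, now CEMIP, and ACCN2, now ASIC1, followed with log2 fold changes of 1.36 and 1.27. SOCS3 (chromosome 17, 76352859 to 76356158), a feedback inhibitor of STAT3 signaling, rose from 31.4 ± 0.888 to 47.2 ± 1.02 CPM (SD, n = 3 each), a log2 fold change of 0.59. CD274 had the smallest rise, 0.55 on the log2 scale, and its adjusted p-value of 0.00221 from edgeR's quasi-likelihood test rose to as much as 0.0158 when single libraries were left out. The call was lost without control replicate 2, control replicate 3 or ADP-CM replicate 1, where the log2 fold change was 0.50, 0.53 and 0.51, and also with DESeq2. IFITM1, NNMT and CD274 were not past an adjusted p-value of 0.01 with DESeq2. IFITM1 overlaps another gene over 21.1% of its exonic bases and has close paralogs, so its count is uncertain. Of the repressed genes, CITED2 (chromosome 6, 139692944 to 139695785) fell most, from 30.1 ± 1.2 to 17.9 ± 0.681 CPM (SD, n = 3 each), a log2 fold change of -0.75. ANKRD1, DNER, PAG1, ATF3 and NANOS1 had log2 fold changes between -0.66 and -0.49. STAT3 itself did not differ detectably between the groups, at 328.0 ± 9.84 CPM in control and 323.7 ± 8.15 in ADP-CM (SD, n = 3 each).

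**Figure D3:**
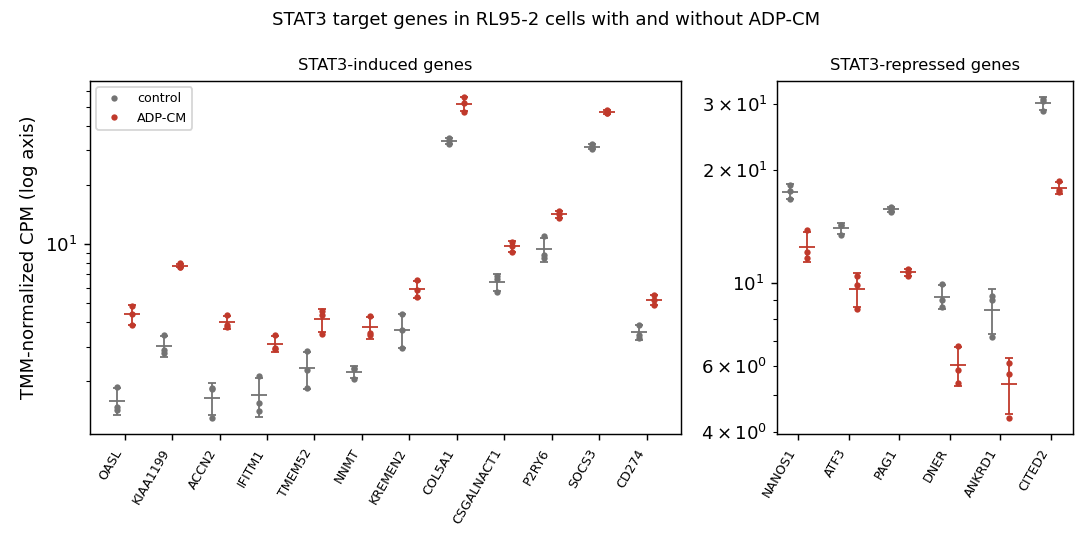
TMM-normalized CPM (log axis) of the 12 STAT3-induced and 6 STAT3-repressed genes of Figure 1E. Points are the 3 libraries of each group, and bars are the mean with 1 SD; for each of the 18 genes the groups do not overlap.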

IPA analyses also confirmed that culturing of EEC cells in adipose-conditioned medium positively modulated several signaling pathways including IL6 and STAT3 (Figure 1F). 

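Ingenuity's pathways were not used here. The 144 raised and 144 lowered genes were compared with the same hand-written lists by one-sided Fisher's exact tests against the 12663 tested genes, adjusted by Benjamini-Hochberg over 32 tests. Of the STAT3 target genes 5 were among the raised genes, where 0.443 would be expected, with an adjusted p-value of 0.000399 (exact test). That rose to 0.0964 with the genes called by DESeq2 and to 0.224 without ADP-CM replicate 3, both by the same exact test. The raised genes also held 7 cytokines and chemokines and 8 NF-kB and inflammatory response genes, with adjusted p-values of 2.0e-07 and 2.08e-07 by the same exact test. Of the 12 IL6 family ligands and receptors 1 was among the raised and 1 among the lowered genes, each with an adjusted p-value of 0.316 (exact test). With at least 10 counts required in every library, the IL6 family reached 0.0296 among the raised genes by the same exact test.
IL6 (chromosome 7, 22765503 to 22771621) had too few reads to be tested, with 2, 2 and 3 in the control libraries and 7, 5 and 16 in the ADP-CM libraries. The mean normalized count in ADP-CM, 8.92 ± 5.55 (SD, n = 3), was 2.97 times the limit of 3 reads, or 1.92 times without ADP-CM replicate 3. Neither value allows for counting error in the ADP-CM reads, so neither is a strict lower bound on the fold change. LIF (chromosome 22, 30636442 to 30642748) rose from 15.9 ± 1.43 to 20.0 ± 1.61 CPM (SD, n = 3 each), a log2 fold change of 0.33 with an adjusted p-value of 0.000271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That p-value became 0.0111 without ADP-CM replicate 1, and LIF was not called with DESeq2. LIFR (chromosome 5, 38474770 to 38608456) rose from 4.76 ± 0.201 to 7.28 ± 0.878 CPM (SD, n = 3 each), a log2 fold change of 0.61 with an adjusted p-value of 8.28e-05 from the same edgeR test. IL6ST, which encodes the gp130 subunit that IL6 and LIF receptors share, fell from 249.1 ± 4.81 to 224.0 ± 2.92 CPM (SD, n = 3 each), a log2 fold change of -0.15. The paper states, from the pathways that its own changed genes filled, that IL6 and STAT3 were among those positively modulated.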

RT-qPCR analysis of ADP-CM-treated samples showed increased expression of LIFR target genes compared to the control (Figure 1G).

### 3.2. EEC Tumors from High-BMI Cases Have Elevated LIF Expression

Earlier studies showed that increased BMI and obesity are strongly associated with EEC incidence and mortality [8]. Since our RNA-seq analyses identified that STAT3 and IL6 pathways are modulated by obese conditions, we examined whether obese conditions altered levels of LIF, an IL6 family of cytokine. We used tumor tissue arrays that contained normal (n = 33) and EEC (n = 46) tumors for IHC analyses using the LIF antibody. Results show that LIF expression from high-BMI cases was upregulated in EEC tumors compared to normal cases (Figure 2A,B; Supplementary Table S2).

### 3.3. Obese Conditions Enhance Cell Viability and LIF/LIFR Downstream Signaling

We then examined whether obese conditions promote LIF/LIFR signaling using two widely used models: (1) culturing of EEC cells in the presence or absence of conditioned medium (CM) collected from mature adipocytes (ADPs) (Figure 3A); (2) co-culture of EEC cells with adipocytes (Figure 3G). Western blotting analyses showed that ADP-CM increased the expression of LIFR in AN3 CA, Ishikawa, RL95-2 and HEC1-A cells (Figure 3B) and enhanced phosphorylation of STAT3, a downstream effector of LIFR (Figure 3B). Western blotting analysis also confirmed that ADP-CM enhances activation of several LIF/LIFR downstream effectors including mTOR, AKT, S6 and ERK kinases (Figure 3C). The addition of ADP-CM enhanced cell proliferation of EEC cells (Figure 3D). We validated the expression of LIFR in established and primary EEC cell lines by RT-qPCR analysis (Figure 3E). Further, RT-qPCR analyses confirmed that ADP-CM enhanced expression of known LIF/LIFR target genes (Figure 3F). Co-culture of primary EEC cells with adipocytes also showed increased expression of LIF/LIFR target genes (Figure 3H). Collectively, these results suggest that obese conditions enhance LIF/LIFR signaling activation in EEC.

### 3.4. LIFR Inhibitor, EC359, Reduced ADP-CM-Induced Cell Viability, Colony Formation and LIFR Downstream Signaling

We examined whether the recently developed LIFR inhibitor, EC359, has the ability to block obesity-induced LIF/LIFR-mediated proliferation and signaling in EEC. The addition of EC359 decreased ADP-CM-induced cell viability in a dose-dependent manner (Figure 4A). Further, ADP-CM enhanced the colony formation ability of EEC cells that is abolished by EC359 treatment (Figure 4B). The addition of ADP-CM increased the viability of EEC organoids, which was attenuated by the addition of EC359 (Figure 4C,D). Western blotting analysis confirmed that ADP-CM increased the expression of LIF, LIFR and activated LIF/LIFR downstream signaling, which was effectively reduced with the addition of EC359 (Figure 4E). Using model cells that stably express the STAT3 reporter, we also confirmed that ADP-CM activated STAT3 reporter activity, which can be effectively decreased by the addition of EC359 (Figure 4F). RT-qPCR results also confirmed that EC359 effectively blocked the expression of LIFR target genes (Figure 4G). Collectively, these studies suggested that EC359 has the ability to block ADP-CM-mediated increases in LIF/LIFR signaling.

### 3.5. EC359 Reduced LIFR Downstream Signaling in EEC Cells Co-Cultured with Adipocytes

To test the potential of EC359 in blocking direct adipocyte-mediated enhanced LIFR signaling in EEC cells, we co-cultured primary human adipocytes (ADP-CC1 and ADP-CC2) obtained from the Ob/Gyn Core with primary EEC cell line EC16 (Figure 5A) or established EEC cell line RL95-2 (Figure 5B) in transwell inserts using a previously published protocol [23,24]. Western blotting results show that co-culture with adipocytes significantly enhanced LIFR expression; its downstream signaling in EEC model cells is effectively blocked by EC359 treatment (Figure 5A,B). Further, co-culture of adipocytes with EEC cells also activated LIFR target genes, and the activation was then blocked by EC359 treatment (Figure 5C,D). Collectively, the results support that EC359 has the potential to block adipocyte-mediated enhanced LIF/LIFR signaling.

### 3.6. Adipose Cells Promote EEC Progression, and Functional LIFR Signaling Is Needed for Optimal Growth of EEC In Vivo

To confirm that adipocytes enhance growth of EEC cells in vivo, we co-implanted RL95-2 cells with adipose cells. RL95-2 cells alone or in combination with mature adipocytes were injected subcutaneously with growth-factor-reduced Matrigel into the flanks of 8-week-old female SCID mice using a published procedure [25]. As shown in Figure 6A–C, co-implantation of adipocytes significantly enhanced EEC xenograft tumor growth. Further, treatment with EC359 significantly attenuated adipocyte-induced EEC progression (Figure 6A–C). IHC analysis of xenograft tissues showed that co-implanted tumors had high levels of proliferation marker Ki67 compared to RL95-2 xenografts and EC359 treated xenografts showed reduced expression of Ki67 (Figure 6D) compared to co-implanted xenografts. These data support the premise that LIFR signaling plays an important role in adipocyte-driven EEC progression and EC359 has the potential to suppress the adipocyte-driven tumor progression (Figure 6E).

## 4. Discussion

The obesity epidemic is expected to increase EEC cases in the USA [6]. Adjuvant hormone therapy only confers a moderate benefit on EC patients with a recurrence rate of approximately 50% [5]. Targeted agents in clinical trials, such as bevacizumab, everolimus and metformin, despite showing moderate efficacy, did not led to durable remission in patients with recurrent or advanced EC [26,27,28]. Patients diagnosed with type I early-stage EC often have a favorable prognosis; however, those with advanced stage, recurrent or high-grade EC have worse outcomes [27]. Therefore, understanding the mechanisms that contribute obesity-driven EC is critical to discovering new therapeutic targets and to developing new therapies for EC.

Among all cancers, increased BMI and obesity are strongly associated with EC incidence and mortality [8]. BMI represents a major modifiable risk factor; approximately half of all EC cases in postmenopausal women are attributable to being overweight or obese [8]. Visceral adipose tissue is a significant and reliable prognostic indicator for EC prognosis [9]. More than half of ECs are currently attributable to obesity, which is an independent risk factor for EEC [29]. Using tumor tissues collected from high-BMI and low-BMI cases, we have demonstrated that tumors from high-BMI patients exhibit increased levels of LIF compared to low-BMI patients.

Cellular components of adipose tissue (adipocytes, preadipocytes and mesenchymal stem cells) are the predominant source of aromatase, the enzyme that facilitates the production of estrogen [30]. Obesity increases the local concentration of E2 levels, which directly promotes EEC proliferation [30]. The mechanisms by which obesity and adipose tissue contribute to the pathogenesis of EC are poorly understood. 

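Single cytokine genes moved in both directions in the RNA-seq of RL95-2 cells with ADP-CM. IL1A (chromosome 2, 113531502 to 113542070) rose from 21.1 ± 1.69 to 50.0 ± 2.42 CPM (SD, n = 3 each), a log2 fold change of 1.25 with a standard error of 0.057. The neighbouring paralogs CXCL1 and CXCL2 on chromosome 4, between which reads may be split by the counting, had log2 fold changes of 0.71 and 0.82. CXCL16 fell from 202.0 ± 0.385 to 158.3 ± 4.76 CPM (SD, n = 3 each), a log2 fold change of -0.35. CCL2 (chromosome 17, 32582293 to 32584227) fell from 9.25 ± 0.729 to 4.56 ± 0.620 CPM (SD, n = 3 each), a log2 fold change of -1.02. The largest adjusted p-value of these genes was 2.8e-10, for CCL2, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 5 genes stayed past an adjusted p-value of 0.01, with the same direction, when each library was left out in turn.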

Our studies using global RNA-seq suggested that obese conditions aberrantly activate cytokines and Jak/STAT3 pathway. Mechanistic studies confirmed that obese conditions enhance the expression of LIF/LIFR and activate LIFR downstream signaling.

Tumors are shown to exhibit LIF/LIFR autocrine and paracrine signaling mechanisms [31,32,33]. LIF signaling promotes tumor cells crosstalk with fibroblasts and is implicated in pro-invasive activation of stromal fibroblasts [34]. Obese conditions promote high levels of leptin; leptin increases LIF and LIFR levels in endometrial cells [12]. Further, LIF is a commonly upregulated gene in carboplatin- and paclitaxel-resistant cells [35]. In this study, we found that obese conditions promote activation of LIF/LIFR signaling. These findings are in agreement with published studies and suggest that obese conditions have the potential to create LIF/LIFR autocrine signaling loops, leading to progression of EEC.

The LIF/LIFR axis is implicated in tumor growth and progression by acting on multiple aspects of cancer biology [36]. Obese conditions promote E2 synthesis, and E2 is shown to enhance LIF expression in the uterus [37]. Recently, a first-in-class inhibitor of LIFR, EC359, was developed and shown to block LIF/LIFR signaling. In this study, we examined the utility of EC359 in blocking obesity-mediated signaling that occurs via the LIF/LIFR axis. Using in vitro cell-based assays and in vivo xenograft assays, we demonstrated that EC359 substantially reduced obesity-mediated EEC progression.

## 5. Conclusions

The global RNA-seq results from this study suggest that obese conditions have the potential to promote activation of IL-6 cytokine and STAT3 signaling pathways in EEC. EEC tumor patients with a high BMI exhibited elevated levels of LIF expression. Using multiple in vitro assays and EEC model cells, this study provided evidence that obese conditions activate STAT3 signaling via the LIF/LIFR axis. Our xenograft studies confirmed that LIF/LIFR signaling driven by obese conditions plays a role in the progression of EEC in vivo and blocking LIFR signaling with EC359 represents a novel therapeutic approach.

## Figures and Tables

**Figure 1:**
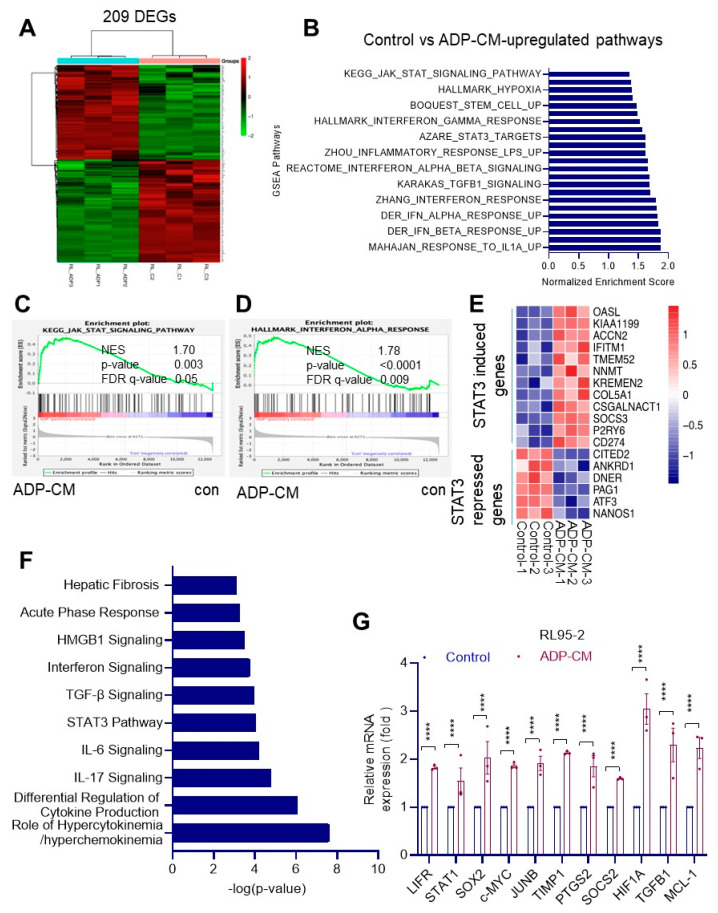
Global RNA-seq analysis of RL95-2 cells treated with ADP-CM identified unique pathways. (**A**) Heatmap showing differentially expressed genes upon ADP-CM treatment with |FC | > 1.5. (**B**–**D**) GSEA showing positively enriched pathways in ADP-CM-treated cells. GSEA plots show JAK-STAT pathway (**C**) and interferon alpha (**D**) response gene signatures were positively enriched in ADP-CM-treated group. (**E**) Heatmap shows the regulation of several known STAT3 target genes in ADP-CM-treated cells. (**F**) Ingenuity pathway analysis shows the top 10 pathways upregulated in ADP-CM-treated cells. (**G**) Validation of LIFR target genes by RT-qPCR. Data are represented as mean ± SE. **** *p* < 0.0001.

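A principal component analysis of the 6 libraries behind this figure placed 51.3% of the variance of log2 CPM on the first component, which separated the 3 ADP-CM libraries (scores of 13.4 or more) from the 3 control libraries (scores of -12.95 or less). The second component held 14.4% and set replicate 3 of both groups apart from the others. Across genes, which are not independent replicates, the correlation of log2 CPM was 0.996 to 0.997 between libraries of one group and 0.992 between libraries of different groups. The common biological coefficient of variation was 1.67%. A spread this small lets changes well under 1.5-fold pass the test, and 8.58% of the genes under an adjusted p-value of 0.01 also passed the limit on the fold change.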

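In the same 6 libraries, the list of JAK-STAT pathway components held 39 tested genes that were higher in ADP-CM and 28 that were lower. Of these, 13 were raised and 9 lowered at an adjusted p-value under 0.01 in edgeR's quasi-likelihood test, although only 4 were lowered without control replicate 3. Camera gave the list an adjusted p-value of 0.308, while fry gave 0.000138, in a range of 0.000138 to 0.45 over the alternatives that kept all libraries. For the 60 tested interferon-stimulated genes camera gave an adjusted p-value of 0.317, fry 0.00916 and the pre-ranked GSEA 0.0110 with a normalized enrichment score of 1.69. Across those alternatives the list's adjusted p-values ran from 0.00916 to 0.421. Of this list 15 genes were raised and 11 lowered, and 8 of the raised ones passed a fold change of 1.5, where 0.682 would be expected (Fisher's exact test, adjusted p-value 3.81e-06). IFIT2 (chromosome 10, 91043451 to 91069028), which has close paralogs, rose from 8.85 ± 1.05 to 17.0 ± 0.372 CPM (SD, n = 3 each), a log2 fold change of 0.94. DDX58, now RIGI, which overlaps another annotated gene on its strand over 43.2% of its exonic bases, had a log2 fold change of 0.74. TAP1, also on the list, fell by 0.30 on the log2 scale.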

**Figure 2:**
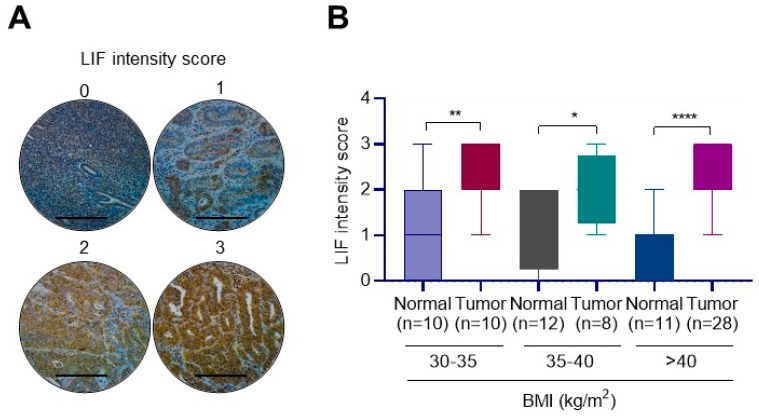
LIF is overexpressed in EEC. (**A**) Tissue microarray consisting of samples from patients with EEC (n = 46) and from individuals with normal endometrial tissue (n = 33) were evaluated for LIF expression, and representative IHC images are shown with LIF intensity score 0–3. (**B**) Quantitation of expression of LIF in normal and EEC tissue microarray is shown. Data are represented as mean ± SE. * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001.

**Figure 3:**
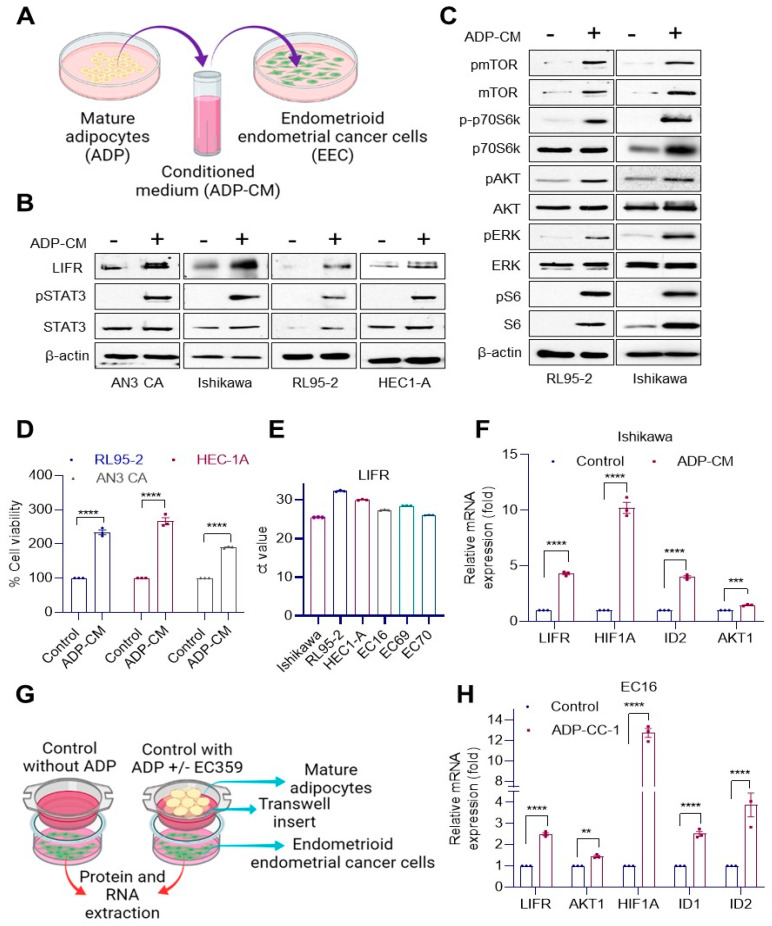
Adipocytes induced LIFR signaling in EEC cells. (**A**) Schematic of ADP-CM treatment of EEC cells. EEC cells were treated with ADP-CM for 24 h, and the expression of LIFR, pSTAT3, STAT3 (**B**) and LIFR downstream signaling (**C**) was determined by Western blotting. (**D**) Effect of adipose conditions on EEC cell proliferation was determined by MTT cell viability assay. (**E**) LIFR gene expression in established and primary EEC cells was analyzed by RT-qPCR. (**F**) Ishikawa cells were incubated with ADP-CM for 24 h, and the expression of LIFR target genes was analyzed by RT-qPCR. (**G**) Schematic of transwell co-culture system. (**H**) Adipocytes were indirectly co-cultured with primary EEC model cells (EC16) using a transwell culture system for 24 h, and the expression of LIFR target genes was analyzed by RT-qPCR. Data are represented as mean ± SE. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 4:**
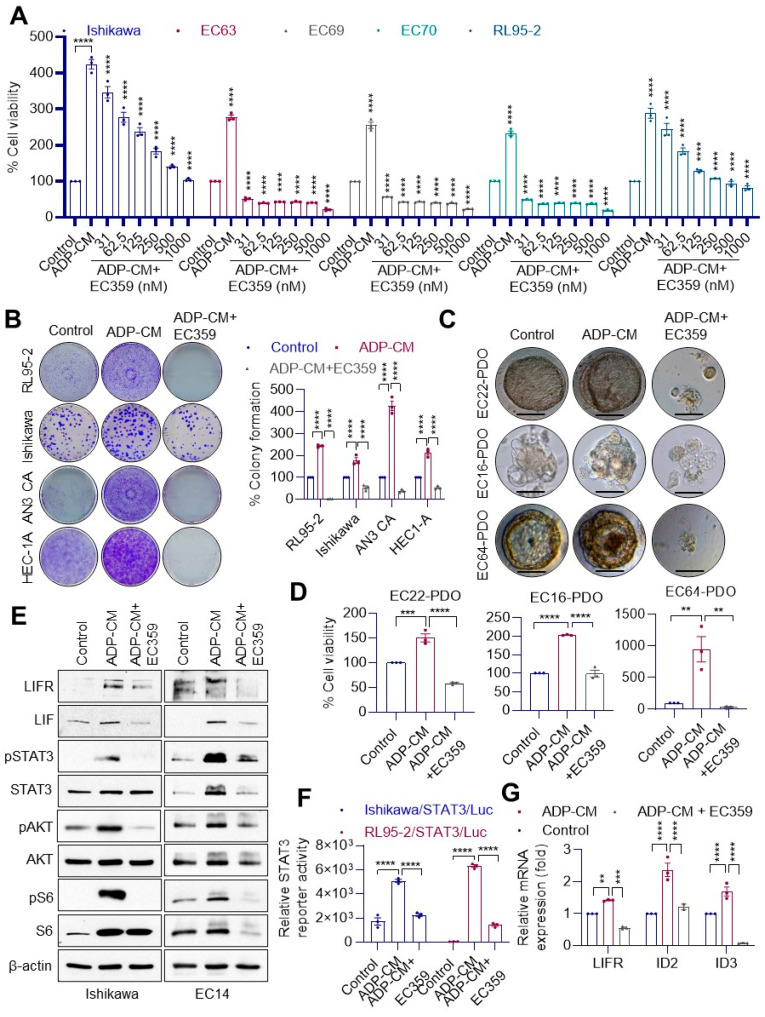
EC359 reduced adiposity-induced cell viability, colony formation and LIFR downstream signaling. (**A**) Established and primary endometrial cancer cells were incubated with ADP-CM with or without EC359 and cell proliferation was determined by MTT cell viability assay. (**B**) Effect of EC359 on adiposity-induced cell survival of EEC cells was measured using colony formation assays, and quantitation is shown on the right panel. (**C**) Representative images of PDOs cultured in ADP-CM in the presence or absence of EC359 are shown. (**D**) Effect of EC359 on adiposity-induced cell viability of organoids was measured using CellTiter-Glo 3D-Superior Cell Viability Assay. (**E**) Ishikawa and primary EEC (EC14) cells were treated with ADP-CM, and expression of LIFR and downstream signaling proteins were analyzed using Western blot analysis. (**F**) EEC cells stably expressing STAT3-luc were treated with ADP-CM in the presence or absence of EC359, and STAT3 reporter activity was measured after 24 h. (**G**) Primary EEC cells (EC16) incubated with ADP-CM with or without EC359, and the expression of LIFR target genes was analyzed by RT-qPCR. Data are represented as mean ± SE. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 5:**
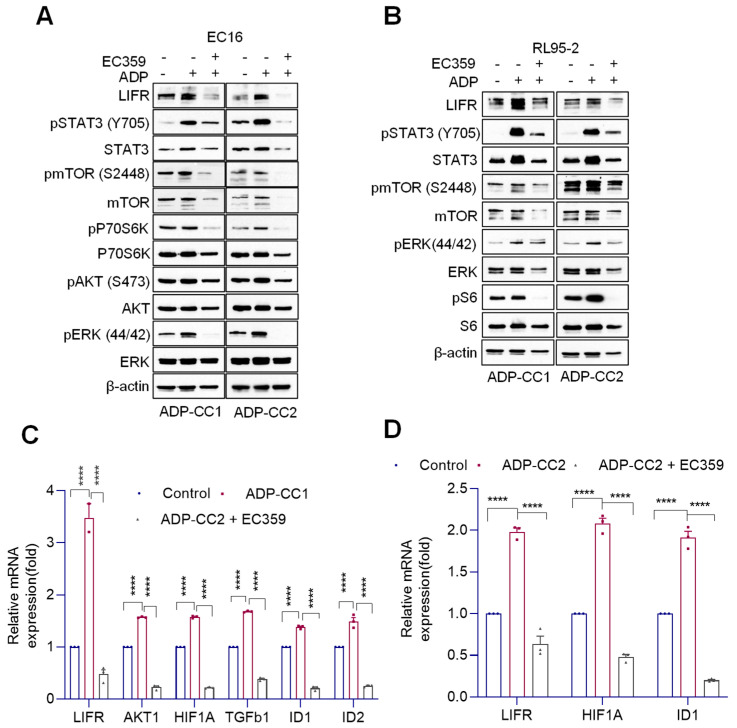
EC359 reduced LIFR downstream signaling in EEC cells co-cultured with adipocytes. (**A**,**B**), primary EEC (EC16) (**A**) and RL95-2 (**B**) cells were co-cultured with adipocytes (ADP-CC1 and ADP-CC2) for 24 h with or without EC359, and the expression of LIFR and downstream signaling proteins were analyzed using Western blot analysis. (**C**,**D**) Effect of EC359 treatment using RL95-2 cells co-cultured with ADP-CC1 (**C**) and ADP-CC2 (**D**) for 24 h on LIFR-targeted genes was measured using RT-qPCR. Data are represented as mean ± SE. **** *p* < 0.0001.

**Figure 6:**
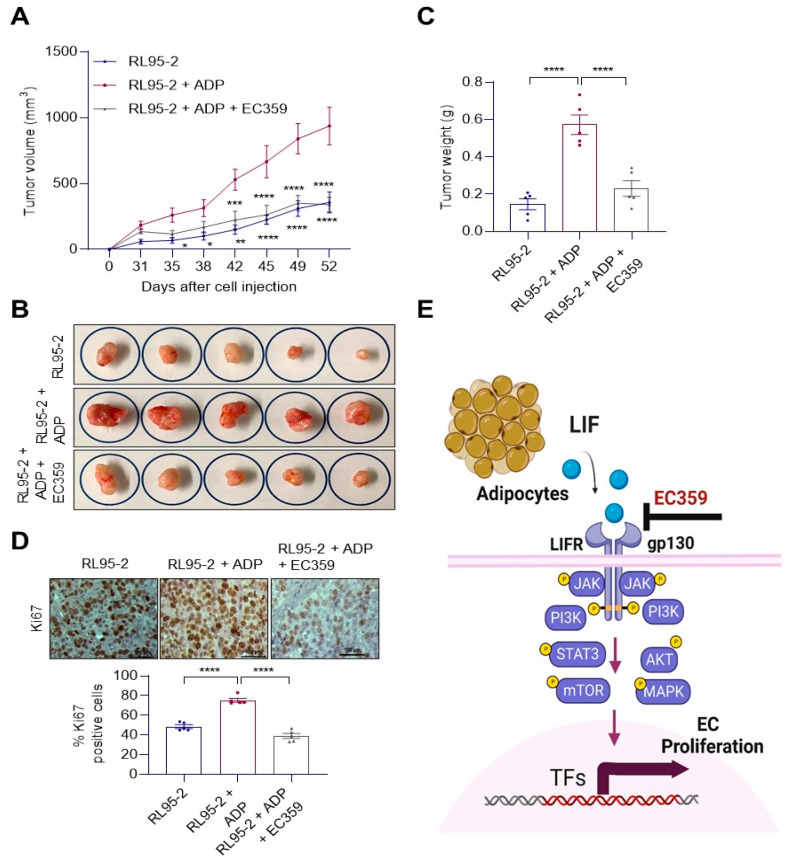
EC359 treatment inhibits adiposity-induced in vivo xenograft tumor growth. A-C, RL95-2 cells were injected along with mature adipocytes and treated with or without EC359. RL95-2 cells injected along with mature adipocytes served as a vehicle. Tumor volume was measured twice a week. Tumor volume (**A**), tumor images (**B**), tumor weights (**C**) and IHC of Ki67 (**D**) are shown. (**E**) Schematic representation: Obesity conditions activate LIF/LIFR signaling, and this promotes EC progression via activation of STAT3, mTOR, AKT, MAPK signaling. Data are represented as mean ± SE. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

## Data Availability

All data generated for this study are included within this article. RNA-seq data have been deposited in the GEO database under a GEO accession number (GSE214872).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14215400/s1. Supplementary Table S1: List of primers; Supplementary Table S2: Detailed description of normal and cancerous Tissue microarray. Supplementary Figure S1: Original blots.

# Supplementary material for: Inhibition of LIFR Blocks Adiposity-Driven Endometrioid Endometrial Cancer Growth
**Source:** Cancers (Basel). 2022 Nov 2;14(21):5400. doi: 10.3390/cancers14215400

**Figure S1:** Original western blots for Figure 3C. Cropped sections used as figures in the manuscript are marked as a box.

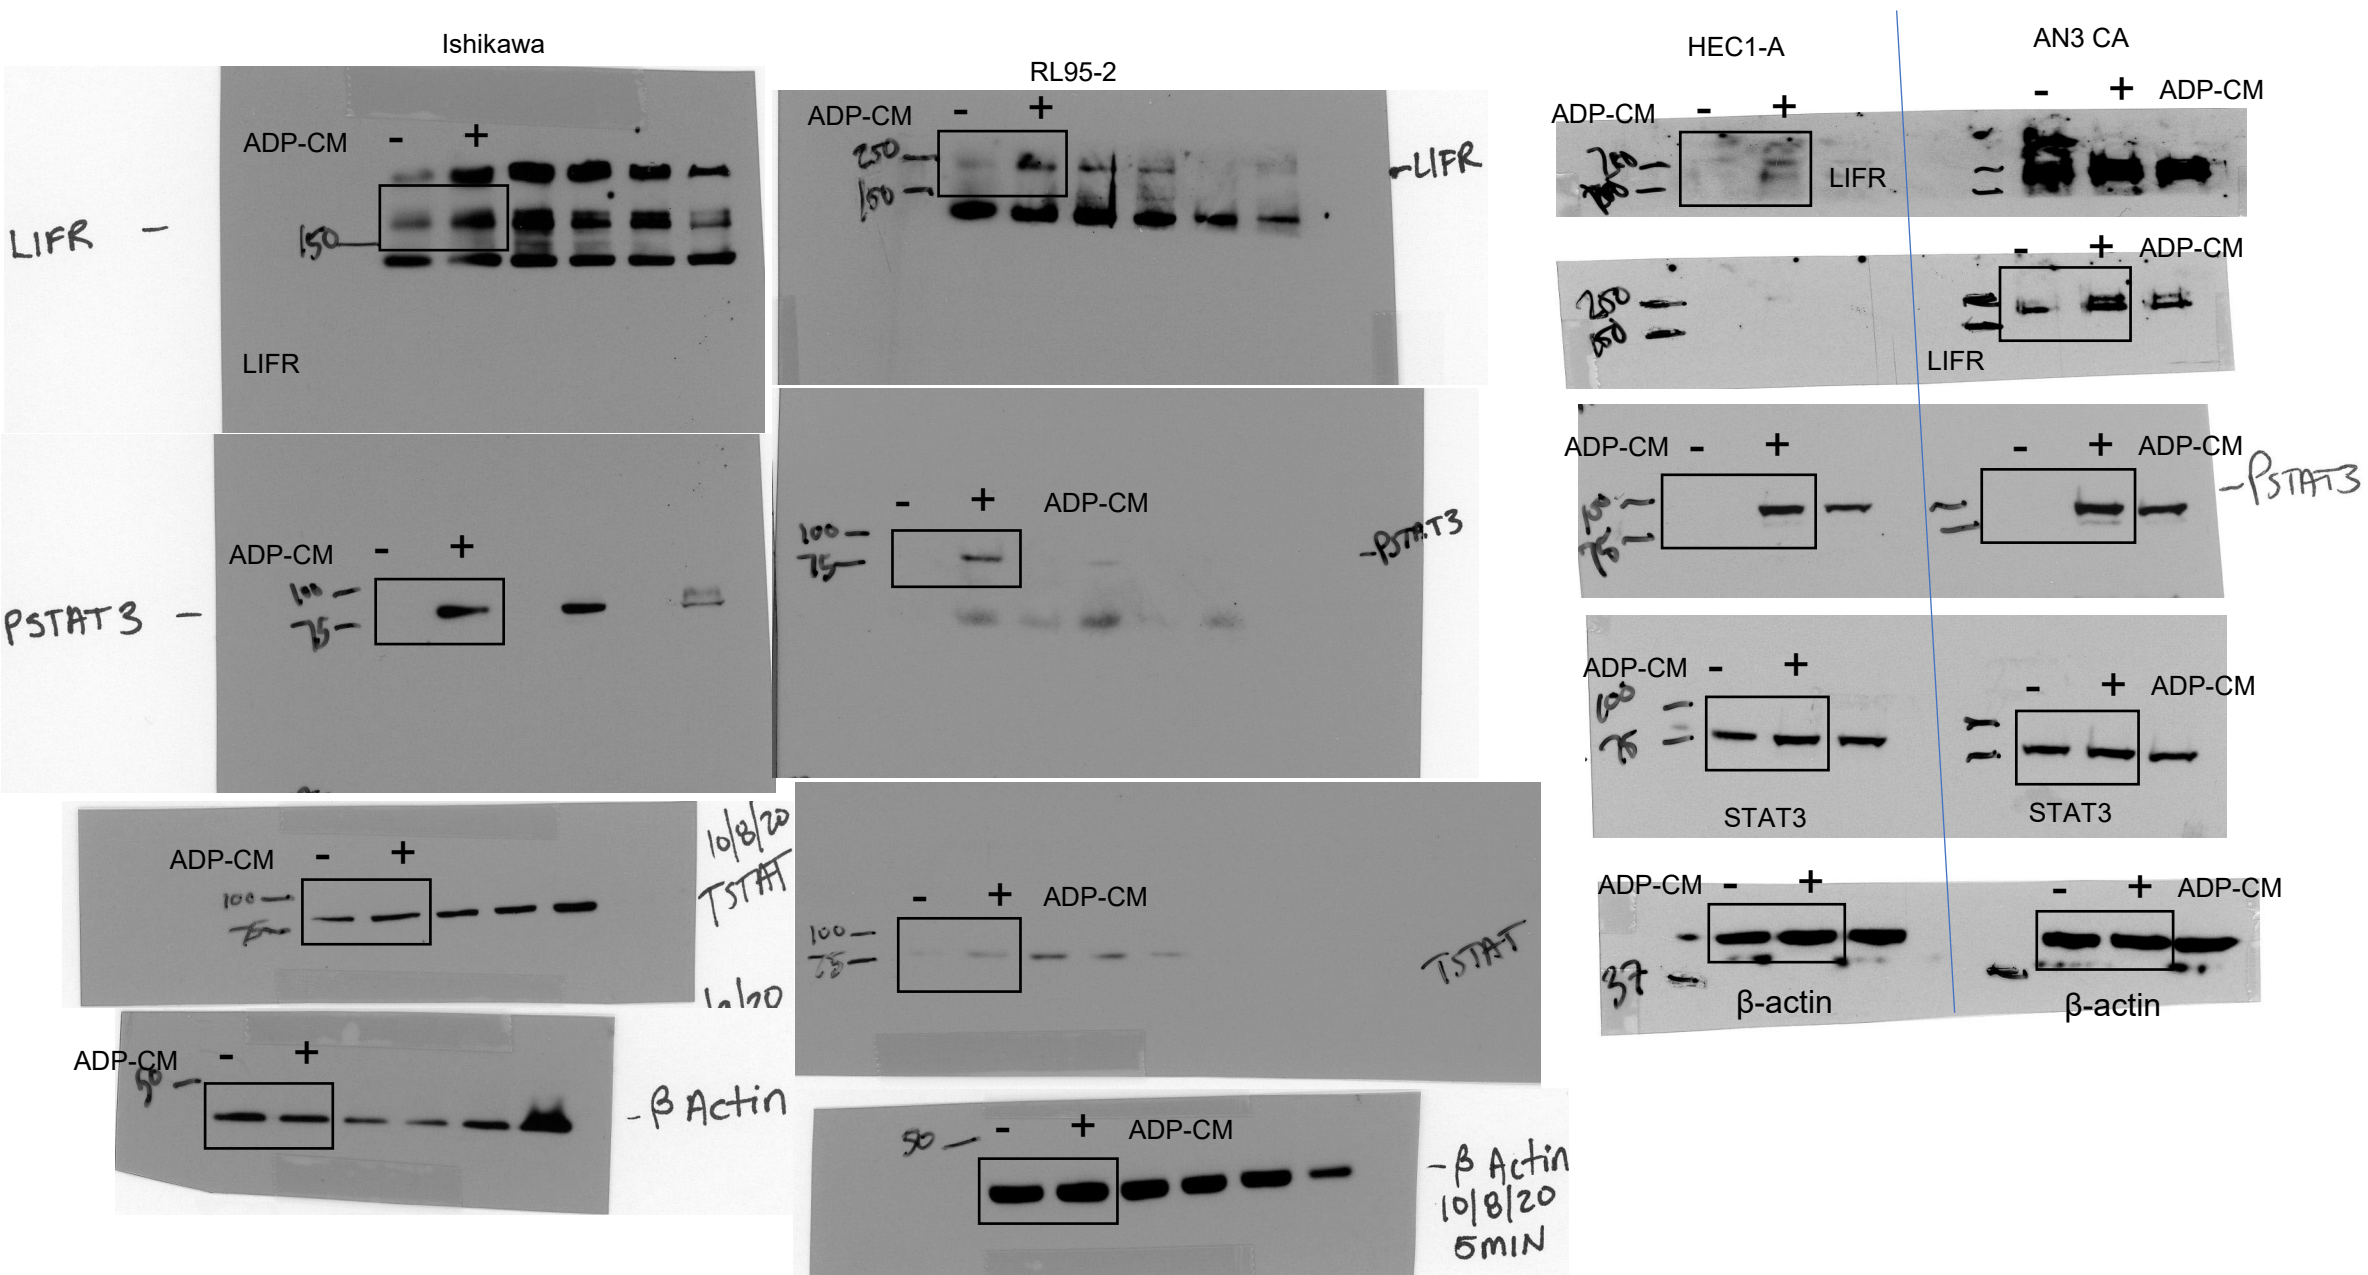

**Figure S1:** Original western blots for Figure 3 D. Cropped sections used as figures in the manuscript are marked as a box.

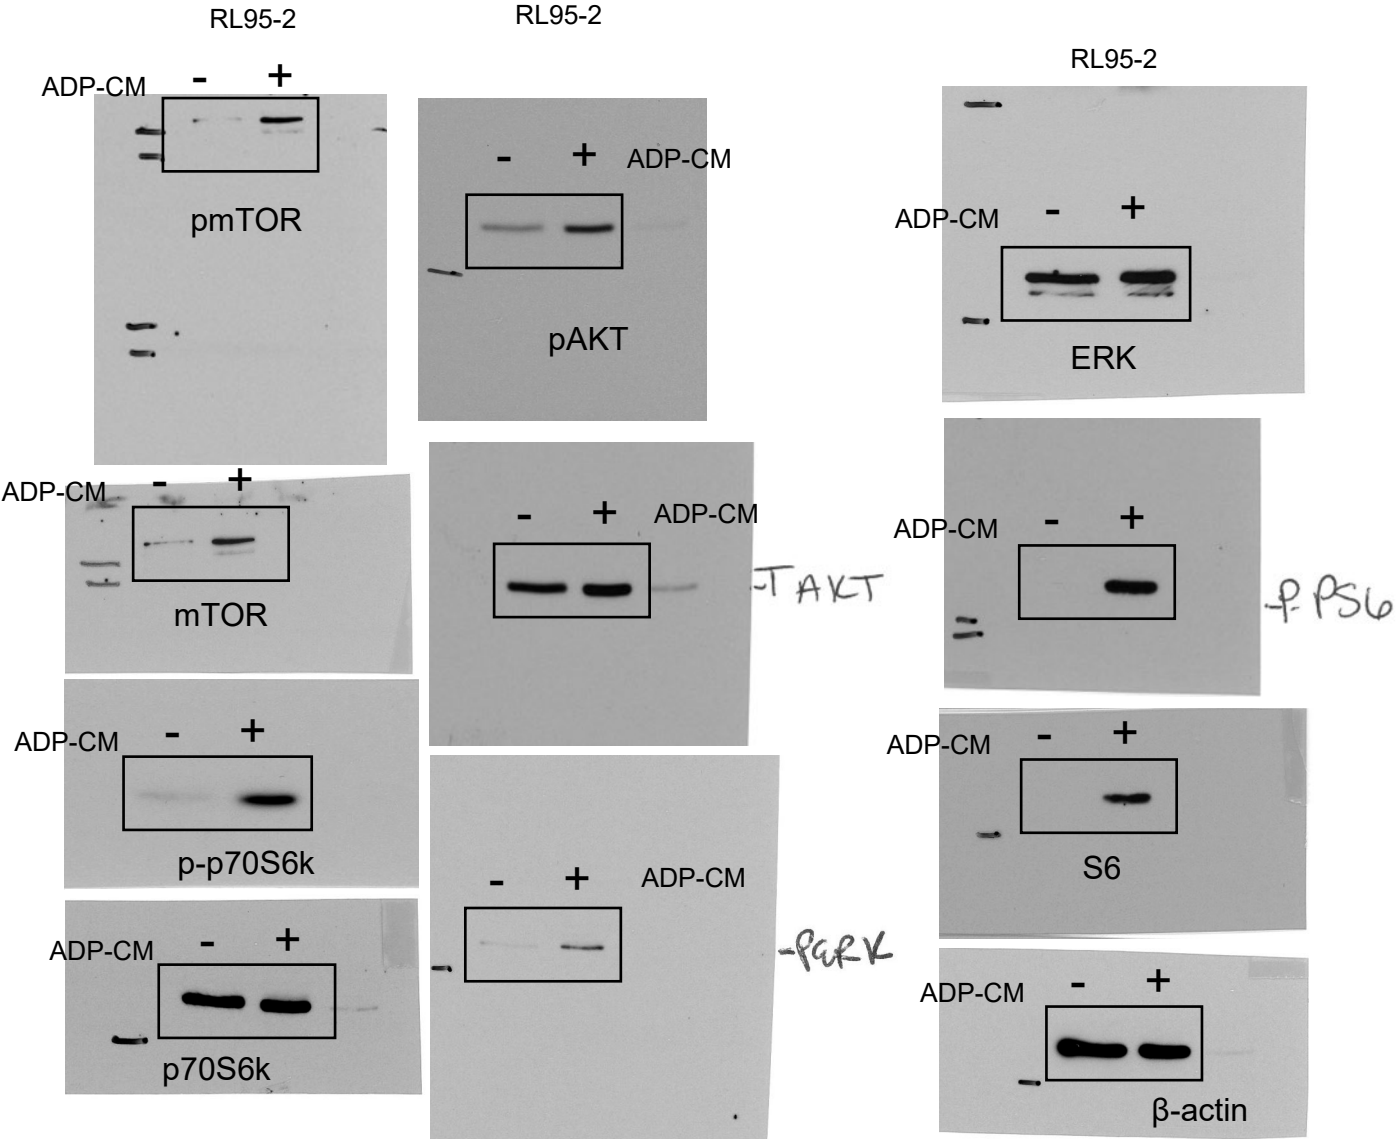

**Figure S2:** Original western blots for Figure 4F. Cropped sections used as figures in the manuscript are marked as a box.

EC14

Ishikawa

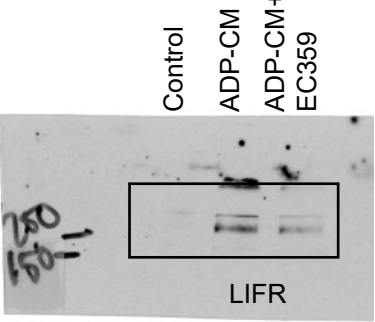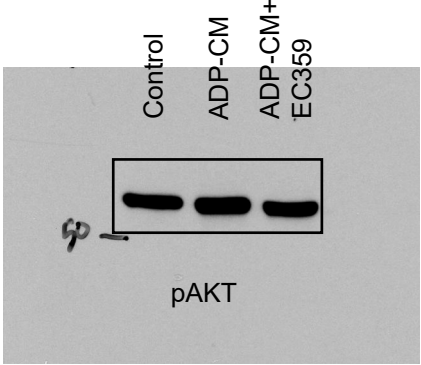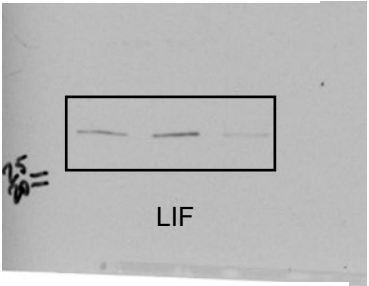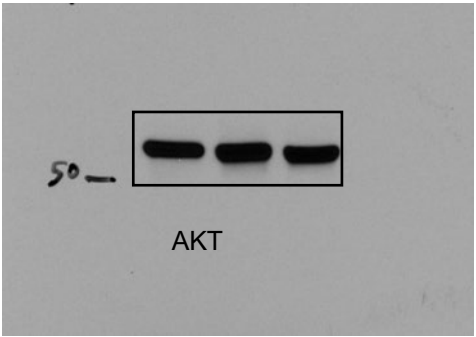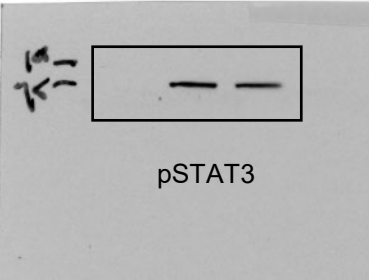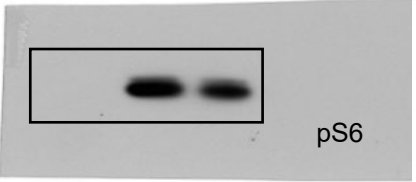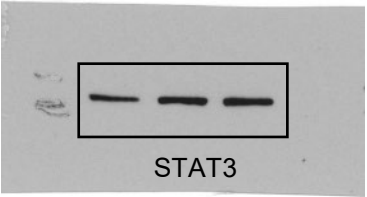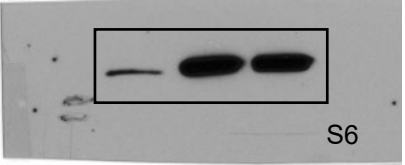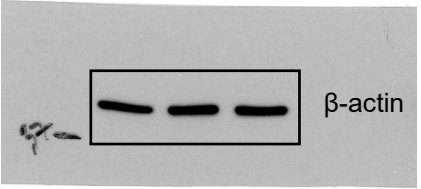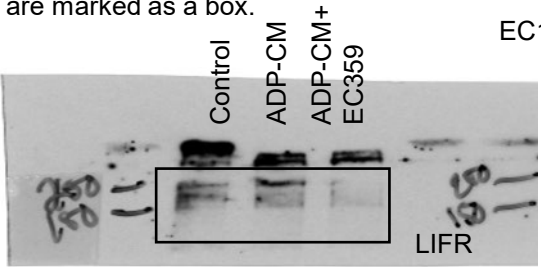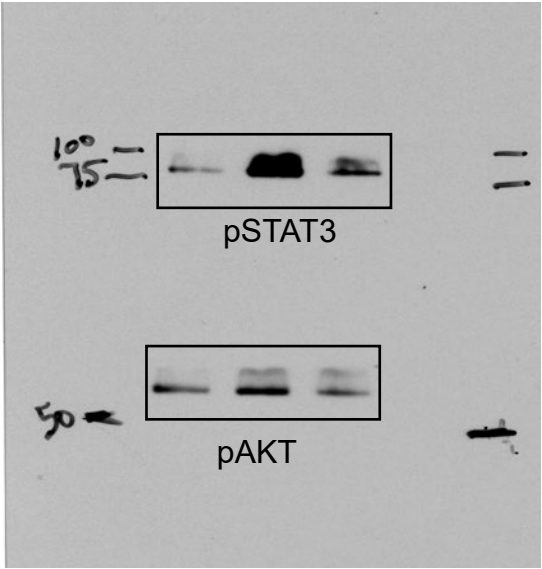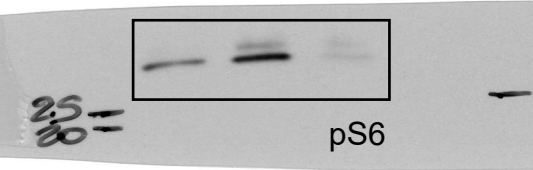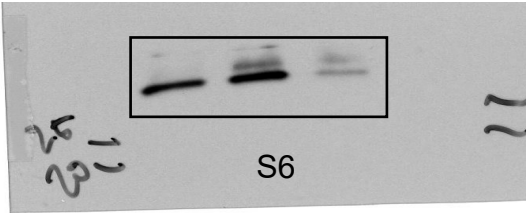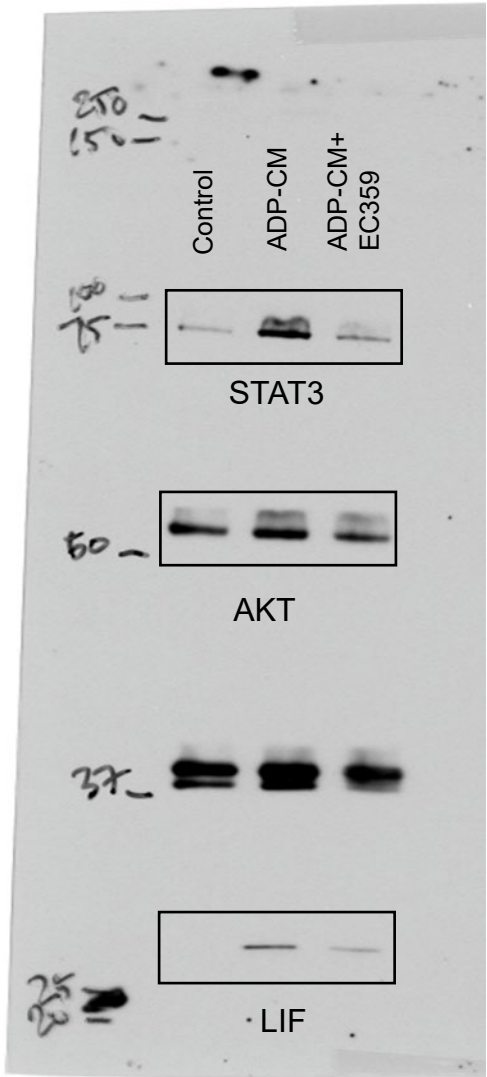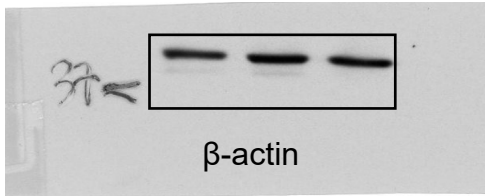

**Figure S3:** Original western blots for Figure 5A. Cropped sections used as figures in the manuscript are marked as a box.

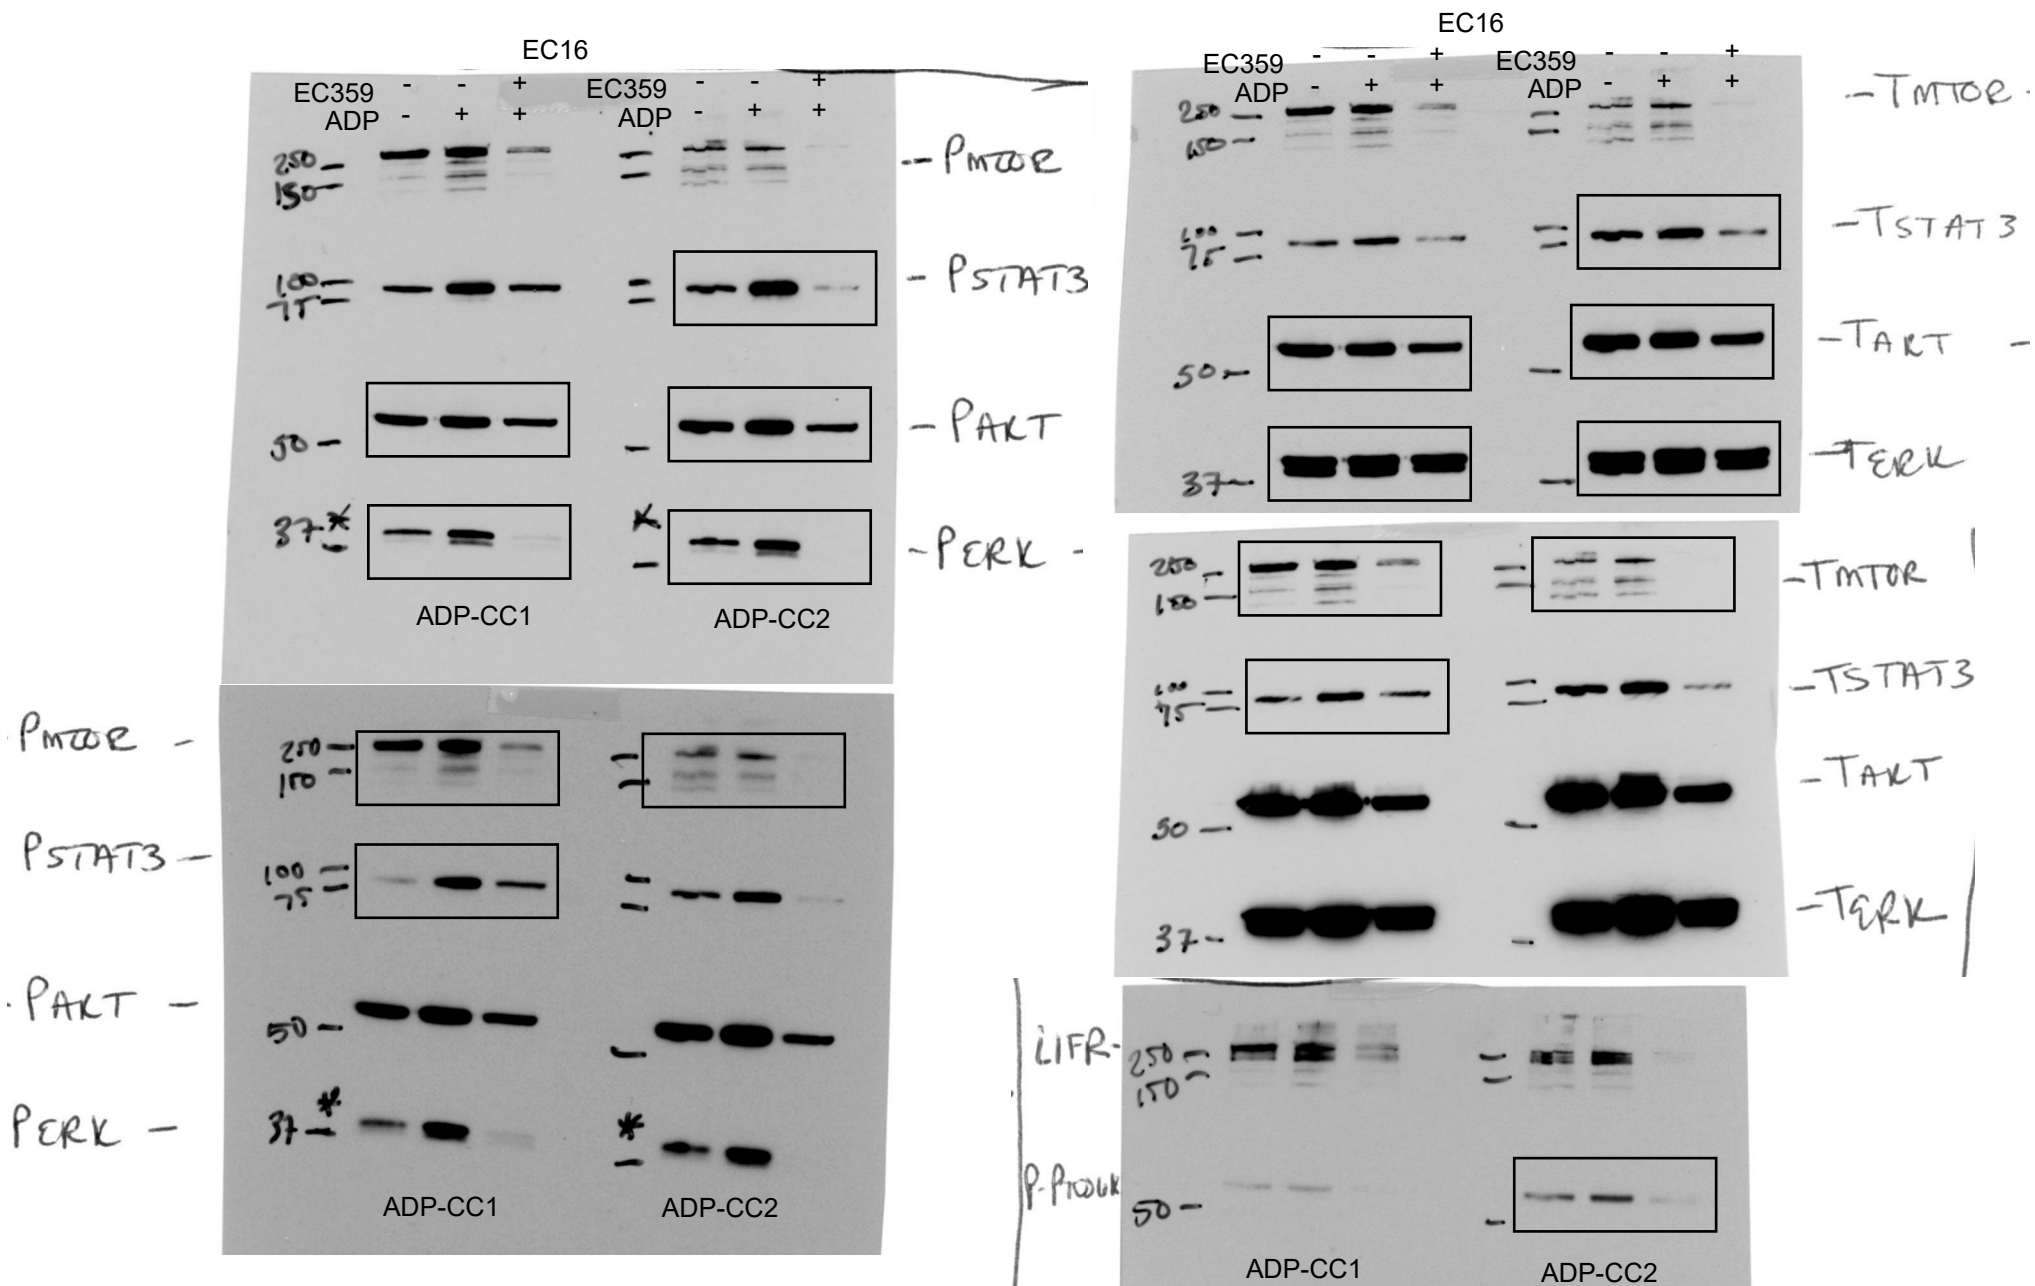

**Figure S3:** Original western blots for Figure 5A. Cropped sections used as figures in the manuscript are marked as a box.

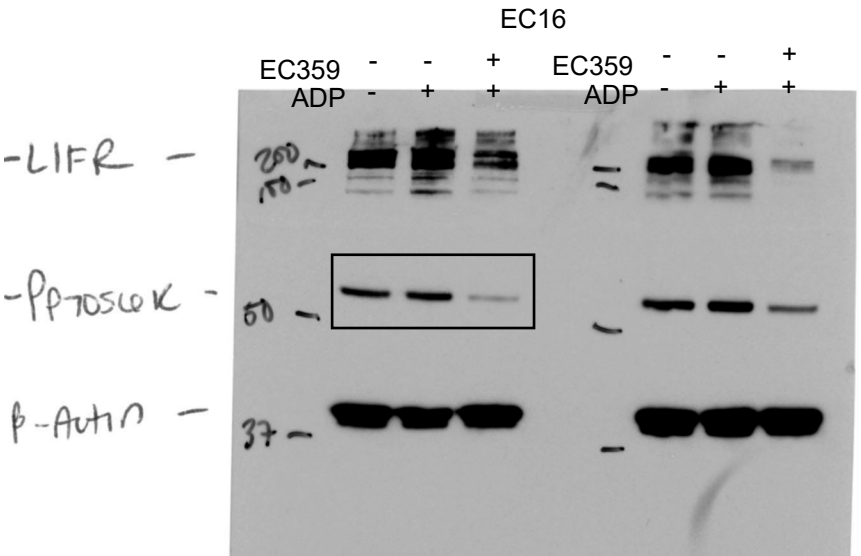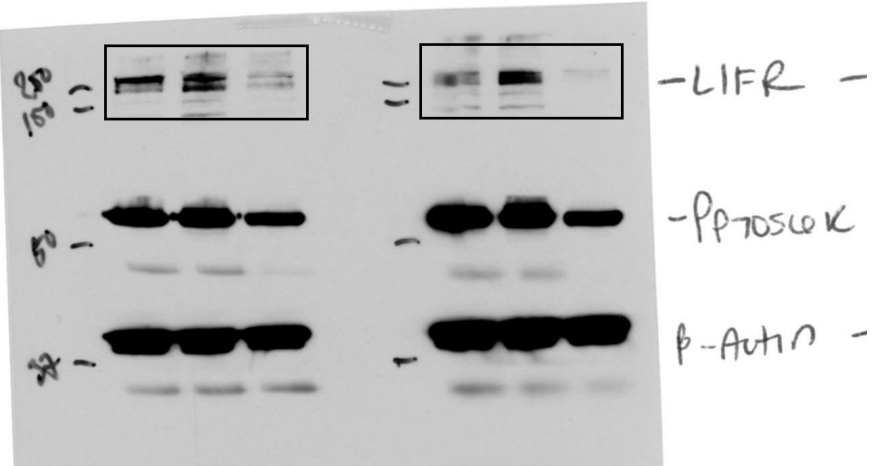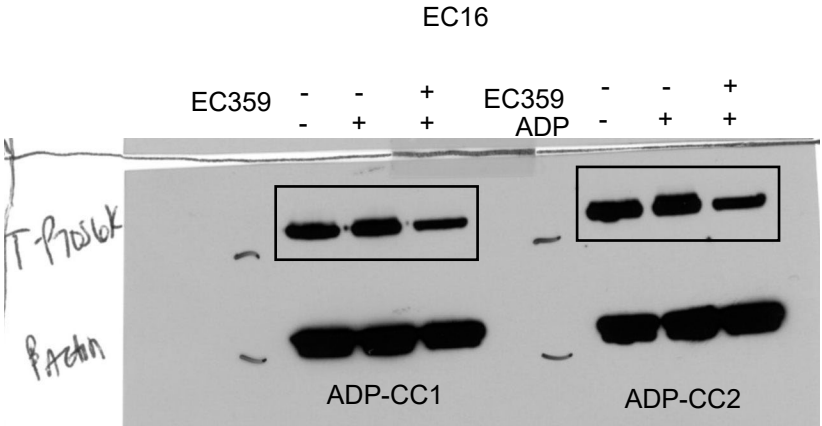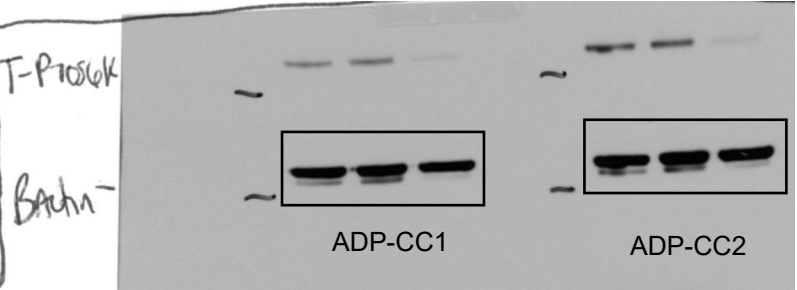

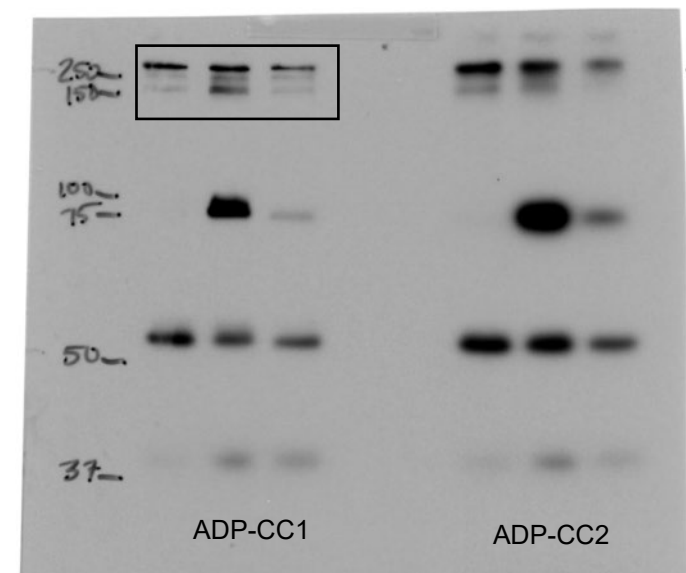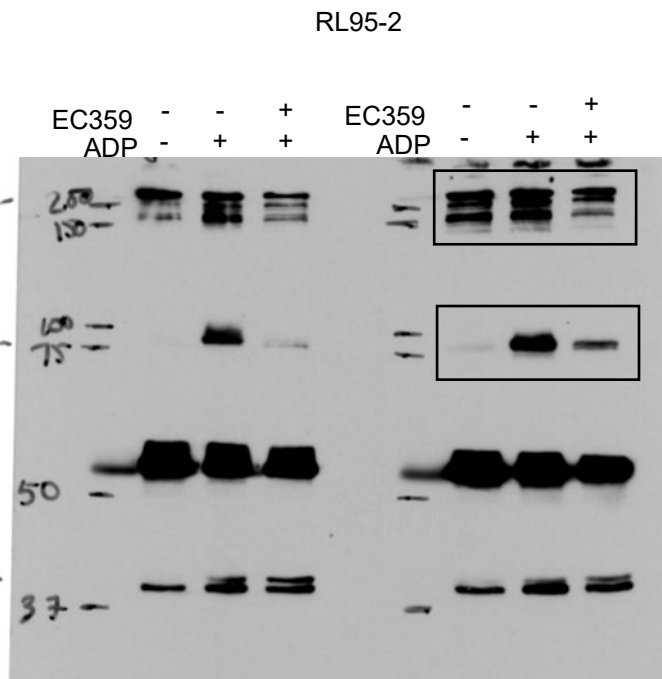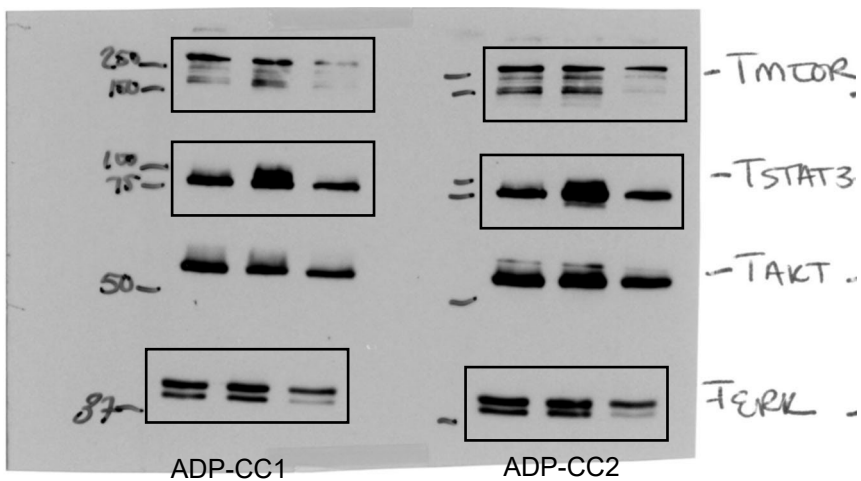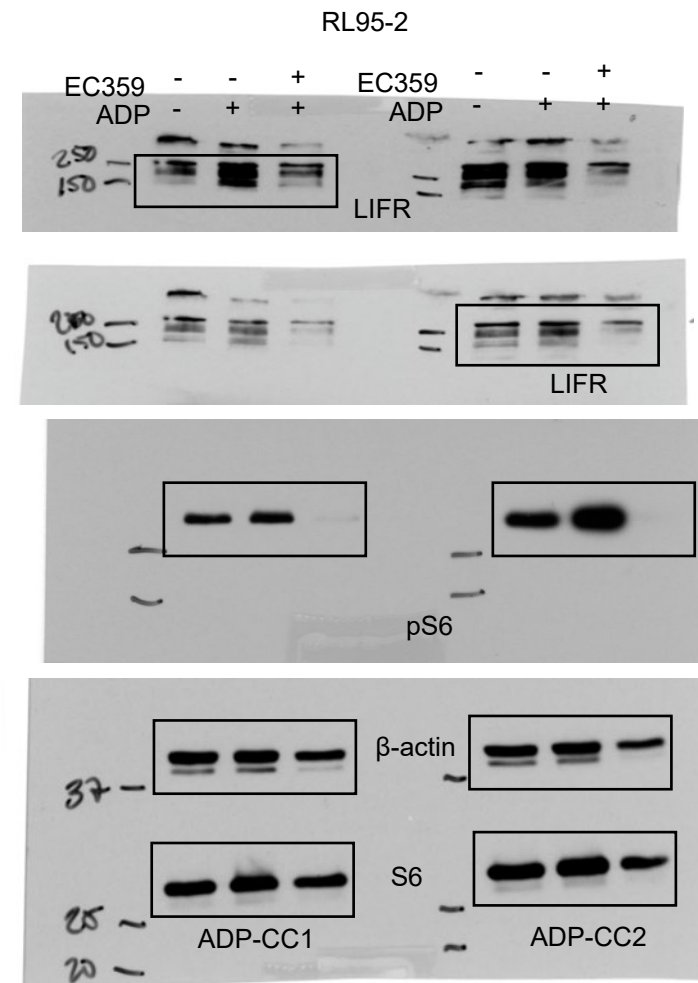

**Supplement:** Supplementary file 1

# Supplementary material for: Inhibition of LIFR Blocks Adiposity-Driven Endometrioid Endometrial Cancer Growth
**Source:** Cancers (Basel). 2022 Nov 2;14(21):5400. doi: 10.3390/cancers14215400
**Supplement:** Supplementary file 1

**Supplementary Table S1: List of primers**

| Gene name | Forward Primer          | Reverse Primer           |
|-----------|-------------------------|--------------------------|
| GAPDH     | TCGACAGTCAGCCGCATCT     | CTAGCCTCCCGGGTTTCTCT     |
| LIFR      | TGTCAGGCGTTCTCGTCTC     | GAGTTGTGTTGTGGGTCACTAA   |
| AKT1      | AGCGACGTGGCTATTGTGAAG   | GCCATCATTCTTGAGGAGGAAGT  |
| HIF1A     | CACCACAGGACAGTACAGGAT   | CGTGCTGAATAATACCACTCACA  |
| TGFB1     | CAATTCCTGGCGATACCTCAG   | GCACAACTCCGGTGACATCAA    |
| ID1       | CTGCTCTACGACATGAACGG    | GAAGGTCCCTGATGTAGTCGAT   |
| ID2       | AGTCCCGTGAGGTCCGTTAG    | AGTCGTTTCATGTTGTATAGCAGG |
| ID3       | GAGAGGCACTCAGCTTAGCC    | TCCTTTTGTCTGTTGGAGATGAC  |
| STAT1     | ATCAGGCTCAGTCGGGGAATA   | TGGTCTCGTGTTCTCTGTTCT    |
| SOX2      | TGCGAGCGCTGCACAT        | TCATGAGCGTCTTGGTTTTCC    |
| c-MYC     | GGCTCCTGGCAAAAGGTCA     | CTGCGTAGTTGTGCTGATGT     |
| JUNB      | ACGACTCATAACAGCTACGG    | GCTCGGTTTCAGGAGTTTGTAGT  |
| TIMP1     | CTTCTGCAATTCCGACCTCGT   | ACGCTGGTATAAGGTGGTCTG    |
| PTGS2     | CTGGCGCTCAGCCATACAG     | CGCACTTATACTGGTCAAATCCC  |
| SOCS2     | TTAAAAGAGGCACCAGAAGGAAC | AGTCGATCAGATGAACCACACT   |
| HIF1A     | CACCACAGGACAGTACAGGAT   | CGTGCTGAATAATACCACTCACA  |
| TGFB1     | CAATTCCTGGCGATACCTCAG   | GCACAACTCCGGTGACATCAA    |
| MCL-1     | GTAATAACACCAGTACGGACGG  | CCACAAACCCATCCTTGGAAG    |

**Supplementary Table S2: Tissue microarray map**

How the deposited data were processed for this re-analysis (not part of the article)

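RNA of RL95-2 endometrial carcinoma cells was sequenced from 3 control cultures and 3 cultures treated with 50% (v/v) ADP-CM for 24 h. The 6 libraries are the only groups, and each was matched to its condition and replicate number by the submitters' labels and the paper's methods. The authors aligned 50 bp single reads to hg19 with TopHat2, assigned them to NCBI RefSeq genes with HTSeq, and deposited raw counts per gene for each library. The paper's text does not name the program versions or the strand setting of the counting. HTSeq leaves out reads that align to more than 1 place, so genes with near-identical copies are undercounted, and reads on overlapping genes are left out as ambiguous or split.

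Between 16262614 and 18363033 reads per library were counted on genes. Of all counted reads, 10.3% ± 0.0528 in control and 11.5% ± 0.0331 in ADP-CM (SD, n = 3 each) lay on no gene. Ambiguous reads made up 0.719% and 0.714%, and reads without a unique alignment 20.5% and 20.7%. These summary lines name no gene and were kept out of library sizes and tests. The common biological coefficient of variation was 1.67%, so this depth resolves small changes of well expressed genes, while genes with a few reads per library, such as IL6, fell below the edgeR filter and were fitted in alternatives with a looser one (IL6 log2 fold change 1.82 to 1.87). A group with 3 reads or fewer in every library was treated as at the limit of detection, and the fold was taken against that limit. Such folds take the mean of the other group as it stands, without its counting error, so they are not strict lower bounds. Reads carry no molecular identifiers.

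All tests were run in R 4.3.3. With edgeR 4.0.16, counts were normalized by TMM, genes were kept by filterByExpr with its defaults (12663 of 23228), and the groups were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.01 and a fold change over 1.5. CPM values in the text are TMM-normalized means with their SD, computed from the deposited counts. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over 16 lists with a threshold of 0.05, and by one-sided Fisher's exact tests of the called genes. A further 4 lists of cell type markers were tested in the same way and adjusted among themselves. The lists were written by hand, since the gene sets of the paper's GSEA and Ingenuity analyses were not used here. Their membership rests on general knowledge of the pathways and could shift the results.

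Alternatives were DESeq2's size factors or plain library sizes in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter or at least 10 counts in every library, other limits on p-value and fold change, the replicate number as an added term, and each library left out in turn. For the lists, fry, camera with an estimated correlation and fgsea 1.28.0 on the signal-to-noise ratio were also run. The lists, tests, alternatives and the rule for the genes named in the text were fixed before the data were examined. The exceptions are a robust edgeR fit, added after the reads of CFB were seen, and the tests marked as chosen later in the closing section. The rule named the genes of Figures 1E and 1G and of Supplementary Table S1, LIF, IL6, IL6ST and STAT3, the 5 largest rises and falls among called genes with at least 1 CPM and no overlap between groups, and up to 5 members of each list with the smallest p-values. Some of the genes that this rule names are not reported here.

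The edgeR and DESeq2 calls and the list tests were tried on simulated data first. With 200 of 12588 simulated genes changed by known folds, edgeR recovered 185 (92.5%) with 1 false call. DESeq2 recovered 180 of 200 with 0 false calls among 12663 genes. Each list test recovered the 1 changed list, fry with 1 false list call and camera, camera with an estimated correlation, Fisher's exact test and the pre-ranked GSEA with 0. Positions and exon overlaps came from GENCODE release 44 on GRCh37, in which 19137 gene symbols matched directly, 2184 matched by an older symbol and 1907 did not match. The RT-qPCR, Western blot, tissue array, organoid and xenograft experiments were not analysed here.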

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

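The gene lists in this part were set before the data were examined, but the test of adipose RNA by summed gain and the division of the sterol list were chosen after their results were seen. The signals are in genes and reads that the paper does not report on.

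The list of sterol and fatty acid synthesis genes was lower in ADP-CM (camera on edgeR's fit, adjusted p-value 1.60e-23, median log2 fold change -0.31), with 22 of 33 tested genes lowered and 3 raised at an adjusted p-value of 0.01 in edgeR's quasi-likelihood test. The fall lay in the sterol genes, but not in all of them. PMVK, STARD4 and ACAT2 were not past that threshold (adjusted p-values 0.0578, 0.125 and 0.899 in the same test). EBP was higher, with a log2 fold change of 0.75, also short of the threshold (adjusted p-value 0.0139, same test). Of the fatty acid genes, SREBF1 (log2 fold change 0.45), SCD (0.21) and FASN (0.14) were raised, and FADS2, ACACA, ACLY and ELOVL6 were not past the threshold in that test (adjusted p-values 0.0217, 0.269, 0.585 and 0.159). HMGCS1 fell by 1.00 on the log2 scale, although 37.7% of the exonic bases of HMGCS1 lie opposite an antisense gene. A trend over GC content, transcript length and expression was removed from the 12089 genes with such values. It took out 1.71% of the variance of the log2 fold changes and moved 474 genes by over 0.05, and the list stayed lower with an adjusted p-value of 3.15e-23 by camera, which argues against that trend as the whole cause. Sterol supplied by the conditioned medium could lower these genes, and would be expected to raise the targets of the sterol sensor LXR. Of 4 tested LXR targets, 2 were raised, and the set's adjusted p-value by camera was 0.223, so this explanation stays open with few genes to test it. MYLIP and LPCAT3 were raised, and SMPDL3A and NR1H3 did not differ detectably. The set left out SREBF1, whose rise is given above and which LXR can also raise.

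Cell cycle genes were lower as well (camera, adjusted p-value 3.43e-09), with 28 of 51 lowered and 0 raised at an adjusted p-value of 0.01 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 2 were higher. The changes were small, with a median log2 fold change of -0.11. The list stayed lower once the trend over GC content, length and expression was removed (camera, adjusted p-value 1.27e-07). With the correlation between genes estimated, camera gave 0.108, in a range of 1.33e-13 to 0.325 over the alternatives with all libraries, so how firmly the list as a whole moved depends on how far these genes vary together. A difference in growth, medium or cell density between the cultures was not tested.

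Adipocyte markers were lower in ADP-CM (camera, adjusted p-value 0.0223), on 7 tested markers of 24. With DESeq2 the value was 0.300 and with no filter on low counts 0.20. The fall comes mainly from C10orf116 (log2 fold change -0.91) and LIPE (-0.62), which RL95-2 cells also express without ADP-CM. The stromal, leukocyte and endothelial markers were not past the threshold, with adjusted p-values by camera of 0.324, 0.476 and 0.476 on 4, 2 and 1 tested genes. RNA of adipose cells carried over with the medium would bring abundant adipocyte transcripts. The summed CPM of ADIPOQ, FABP4, PLIN1 and LPL gained 0.208 CPM, and those of LYZ, CD74 and TYROBP fell by 0.303, while the 21 raised NF-kB and inflammatory response genes gained 437 CPM. These sums argue against adipocyte or leukocyte RNA as the source of the raised inflammatory genes. A first criterion on the summed reads of the adipocyte markers, at most 17 in any ADP-CM library, had left the question undecided. The stromal markers gained 14.2 CPM, nearly all of it COL1A1, which the control cells also express. The leukocyte marker CD68, outside these sums, rose from 122, 136 and 115 reads in control to 197, 176 and 214 in ADP-CM. The control cells express CD68 as well. HLA-DRA, also outside them, fell from 15, 8 and 16 reads to 7, 6 and 2. The remaining leukocyte markers had at most 5 reads in any library.

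The share of counted reads on no gene was 11.5% in ADP-CM and 10.3% in control, without overlap between the groups (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Genomic DNA would add reads to genes that these cells do not use. The 376 olfactory receptor genes rose from 1.93 ± 0.146 to 2.48 ± 0.168 summed CPM (SD, n = 3 each), a ratio of 1.28, and 152 keratin-associated protein, taste receptor and beta-defensin genes by a ratio of 1.41, both at least the ratio of 1.13 for the reads on no gene. In each family every ADP-CM library lay above every control library. This is consistent with more genomic DNA or unannotated transcription in the ADP-CM libraries, on only 31 to 48 reads per library for the olfactory receptors. More nuclear RNA is also open, since 3 tested nuclear RNAs other than NEAT1 gave an adjusted p-value of 0.156 by camera. These went both ways, with log2 fold changes of 0.31 for MALAT1, 0.088 for TUG1 and -0.51 for KCNQ1OT1. NEAT1 itself had a log2 fold change of 0.67.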

How the results depend on the processing

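DESeq2 called 178 genes (84 raised, 94 lowered) in place of 288, and it gave no adjusted p-value to 4560 genes, of which 11 were among the 288. Without the limit on the fold change 3357 genes passed (1707 raised, 1650 lowered), by the construction of that setting. The other alternatives kept the number within 1.5 times, from 256 to 383. With 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, as many genes were called. The other 9 splits called 0 genes, with 128 to 213 at an unadjusted p under 0.05, and 1 in 10 is the smallest share that 10 splits can give. The counts for the genes of Figures 1E and 1G stayed within 1.5 times under the alternatives for normalization, filter, test, replicate block and libraries left out. Other limits on the p-value and the test against a fold change of 1.2 were not run for them, and a fold change over 1.5 took the repressed genes from 6 to 3 and the genes of Figure 1G from 3 to 1.

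The list test mattered more than the normalization or filter. Fry also passed the JAK-STAT components (0.000138), hypoxia-responsive (0.000645), interferon-stimulated (0.00916), immediate early (0.0329) and YAP and TEAD responsive genes (0.0411). Camera with an estimated correlation gave adjusted p-values of 0.108 for the NF-kB, cytokine and cell cycle lists and 0.321 for the STAT3 targets. The pre-ranked GSEA passed the interferon-stimulated genes (0.0110) but gave 0.625 for NF-kB, 0.45 for cytokines and for sterol synthesis, 0.865 for STAT3 targets and 0.325 for the cell cycle. It also reversed 2 lists, without passing the threshold itself, the YAP and TEAD responsive genes (0.959), which fry had passed as higher, and the amino acid and ATF4 response genes (0.912). The adjusted p-value of the adipocyte markers was 0.300 with DESeq2 and 0.20 with no filter. By Fisher's exact test, the STAT3 targets among the raised genes went to 0.0964 with DESeq2, and the IL6 family to 0.0296 with at least 10 counts in every library, where fewer genes were tested. Stem cell genes reversed without passing any threshold, at 0.929 with at least 10 counts in every library.

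The correlations of same-numbered replicates' deviations from the group means were 0.0726, 0.0141 and 0.0973, against -0.0928 to 0.0261 for unlike numbers. Numbers 1 and 3 lay above every unlike pair, and replicate 3 of both groups stood apart on the second principal component, but none of the 3 correlations passed 0.1, so the numbers were not taken to pair the libraries. With the replicate number as a block, 297 genes were called, 288 of them shared, and the stem cell genes reversed at 0.966.

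Across the 6 fits that each left out 1 library, the adjusted p-values ran from 0.0092 to 0.18 for the STAT3 targets (highest without ADP-CM replicate 3), 0.0171 to 0.37 for the estrogen-responsive genes, 0.827 to 0.983 for the stem cell genes and 0.574 to 0.959 for the leukocyte markers. By Fisher's exact test among the raised genes they ran from 0.000243 to 0.224 for the STAT3 targets and from 2.0e-05 to 0.547 for the estrogen-responsive genes.

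Of 164 named genes with a test, 124 kept their call and direction under every alternative for normalization, filter, test, replicate block and libraries left out, 17 were weaker and 10 stronger under some setting, and 17 reversed. Without ADP-CM replicate 3 the log2 fold change of TFF1 was -1.43, against up to 1.90 in the other fits that left out 1 library. The same library reversed EEF1A2 (-0.15 to 1.13), IGFBP4 (-0.53 to 2.02), S100A14 (-0.27 to 1.68), SPDEF (-0.062 to 1.6), SPTSSB (-0.64 to 1.05) and ESR1 (-0.030 to 0.58). The log2 fold changes of genes near 0 crossed it, in COL3A1 (-0.48 to 0.20), SOX2 (-0.28 to 0.092), NR1H3 (-0.34 to 0.089), HEY1 (-0.11 to 0.079), STAT3 (-0.039 to 0.0035), TBC1D9 (-0.042 to 0.042), E2F1 (-0.034 to 0.038), CDC45 (-0.027 to 0.020), MCM10 (-0.031 to 0.0069) and MCM3 (-0.011 to 0.0036). With library size only, CDC45 was at 0.0011, HEY1 at 0.000496 and MCM3 at 0.00083. The call of CFB was lost without ADP-CM replicate 3, with DESeq2 and with the robust edgeR fit. Unless stated, the cause was not tested. Depth limits genes such as IL6, with 2 to 16 reads per library.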

Differences from the paper's values

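The paper reports 209 changed genes, and 288 were called here. No alternative gave 209. The nearest were 178 with DESeq2 and 256 without control replicate 1. Of the alternatives set before the data were examined, an adjusted p-value under 0.05 (383 genes) and no limit on the fold change (3357 genes) were more than 1.5 times the paper's number.

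The paper names the interferon, JAK-STAT, TGF-beta and stem cell signatures as positively enriched. The hand-written lists for these gave adjusted p-values by camera of 0.317, 0.308, 0.708 and 0.913. The interferon-stimulated genes passed with fry (0.00916), with the pre-ranked GSEA (0.0110) and by Fisher's exact test of the raised genes (3.81e-06). The JAK-STAT components passed only with fry (0.000138), which does not compare a list with other genes and so does not test enrichment. The TGF-beta responsive genes passed Fisher's exact test among the raised genes (2.99e-05) and also among the lowered genes (0.00443). No alternative passed the stem cell genes, whose adjusted p-values ran from 0.634 to 0.966 with all libraries kept. The paper names IL6 signaling among the modulated pathways. The IL6 family list gave 0.708 by camera and 0.316 by Fisher's exact test of the raised genes, and passed only with at least 10 counts required in every library (0.0296, exact test).

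The paper shows by RT-qPCR that LIFR target genes rise with ADP-CM (Figure 1G). In the RNA-seq counts of the same cell line, LIFR (log2 fold change 0.61), MYC (0.32) and TIMP1 (0.27) were raised at an adjusted p-value of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. JUNB (-0.23) was lowered, and SOX2, PTGS2, SOCS2, HIF1A, TGFB1 and MCL1 were not past that threshold. The RT-qPCR samples were not analysed here.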

Other observations

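In this part the tests of the keratin genes, of the metallothionein genes and of the 25 estrogen-responsive genes in ADP-CM replicate 3 were chosen after their results were seen, and the genes that stand out in ADP-CM replicate 3 were picked by their values.

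ID1, ID2, ID3 and ID4 were all lower in ADP-CM, with log2 fold changes of -0.71, -1.39, -0.56 and -1.06 and no overlap between the groups. Their median stayed at -0.87 once the trend over GC content, length and expression was removed, with all 4 below 0, which argues against that trend as the whole cause. Lower BMP signaling is a candidate explanation. The other BMP targets tested (SMAD9, ATOH8, MSX1, MSX2, HEY1, DLX2) gave an adjusted p-value of 0.501 by camera, with 1 lowered and 2 raised, so it stays open. SMAD6, BAMBI and SMAD7 were not in this set but on the TGF-beta responsive list, of which 14 were raised and 10 lowered. Their log2 fold changes were -0.85, -0.36 and -0.25 (adjusted p-values 2.45e-20, 8.54e-07 and 0.0231, edgeR's quasi-likelihood test). They were picked after their values were seen, so they do not decide it.

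NF-kB and inflammatory response genes stayed higher once the same trend was removed (camera, adjusted p-value 1.27e-07). Among the keratin genes 11 of 14 were lower in ADP-CM (10 with library size only), 8 of them past an adjusted p-value of 0.01 in edgeR's quasi-likelihood test, while KRT80 was raised. The median log2 fold change after removal of the trend was -0.21, with 10 of 14 lower (one-sided exact binomial test, p = 0.0898). The removal moved the median little, from -0.24, and the removed trend had an SD of 0.032 over all genes, while KRT5 fell by 1.50, KRT13 by 1.29 and KRT15 by 0.90. Camera on the same genes after removal gave an adjusted p-value of 1.77e-40, which argues against that trend as the whole cause. The family was chosen because its members fell, and reads shared between close paralogs stay open.

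SLC39A10, a zinc importer, had a log2 fold change of 1.74 and SLC30A1, a zinc exporter, of -0.89. Less zinc in the conditioned medium could give this pattern, and would be expected to lower the metallothioneins. MT1X, MT2A and MT1F were higher (camera, adjusted p-value 0.0043), although reads can be split within this family. The log2 fold changes of MT1X, MT2A and MT1F were 0.48, 0.097 and 0.30. MT1F was short of an adjusted p-value of 0.01 (0.0332, edgeR's quasi-likelihood test), and its groups overlapped. The prediction was not met, but whether ADP-CM raised these genes by another route was not tested, so less zinc is not excluded. No other explanation was tested.

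Interferon-stimulated genes moved both ways, and a lower antigen presentation programme might account for the lowered ones. Of 9 antigen presentation genes 7 were lower, with an adjusted p-value of 0.138 by camera, so the explanation stays open. Several of these genes are similar to each other in sequence, and their counts are uncertain.

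TFF1 had 52, 34 and 502 reads in ADP-CM replicates 1, 2 and 3, and 9, 86 and 225 in the control libraries. SPTSSB, EEF1A2, SERPINA3, S100A14, IGFBP4, SPDEF, MUC1 and CFB were also highest in ADP-CM replicate 3, and several of them were high in control replicate 3. RNA of estrogen receptor-positive breast cells in that library is a candidate explanation. Of 8 luminal lineage genes with at least 10 reads, most of which RL95-2 cells express in every library, 5 were highest in replicate 3 of the 3 ADP-CM libraries (exact binomial test, one-sided p = 0.0879). The other 5 of the 13 lineage genes, TFAP2B, AZGP1, SCGB2A2, ANKRD30A and SLC44A4, had 0 reads in ADP-CM replicate 3, and the summed CPM of the 8 genes was 1.00 times the mean of replicates 1 and 2. The reads that a trace of such RNA would bring to the 5 genes were not estimated, so the zeros do not exclude it. GATA3, an abundant lineage gene, had 2704, 2796 and 2743 reads in ADP-CM replicates 1, 2 and 3. An estrogen response of the cells themselves is the other candidate. Of 27 estrogen-responsive genes, 12 were highest in ADP-CM replicate 3, against 34.3% of all tested genes, and 10 of 25 without 2 of the genes named above (exact binomial test, one-sided p = 0.304). Neither these nor the 5 of 8 lineage genes separate the 2 candidates.

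The PPAR and fatty acid oxidation, amino acid and ATF4 response, YAP and TEAD responsive, immediate early and estrogen-responsive lists gave adjusted p-values by camera of 0.72, 0.708, 0.41, 0.317 and 0.109. The estrogen-responsive list passed at 0.0171 without control replicate 3 and at 0.031 without ADP-CM replicate 1. Of the genes with primers in Supplementary Table S1, GAPDH had a log2 fold change of -0.12, and AKT1 did not differ detectably.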
